# Astragaloside IV modulates oxidative stress and osteoimmune–Wnt signaling in ovariectomized rats: an integrated study of RNA sequencing, molecular docking, and experimental validation

**DOI:** 10.3389/fnut.2026.1785452

**Published:** 2026-04-13

**Authors:** Ya-Qing Li, Xian-Ying Yao, Yan Jing, Zi-Yi Liu, Xing-Wang Wang, Ming Liang, Shuai-Yu Jiang, Tao Lu, Chen Chen, Yan-Ping Gao

**Keywords:** astragaloside IV, bone remodeling, histopathology, micro-computed tomography, molecular docking, ovariectomized rats, postmenopausal osteoporosis, RNA sequencing

## Abstract

**Background:**

Postmenopausal osteoporosis (PMOP) is characterized by high-turnover bone loss and oxidative stress. Astragaloside IV (AS-IV) exhibits antioxidant and immunomodulatory activities, yet its skeletal effects and mechanistic basis in ovariectomized (OVX) models remain incompletely defined.

**Methods:**

Female Sprague–Dawley rats underwent bilateral ovariectomy. Six weeks after surgery, OVX rats were randomized to model, positive control, or AS-IV treatment (20/40/80 mg/kg, gavage, 8 weeks), with sham-operated controls. Serum bone-turnover markers (CTX-I, OCN, PTH) and oxidative stress markers (SOD, MDA) were measured by ELISA. Femora were assessed by micro-CT (BMD, BV/TV, Tb.N, Tb.Sp) and H&E staining. RNA sequencing was performed followed by GO/KEGG enrichment and WGCNA to identify hub genes, and molecular docking was used to evaluate AS-IV–target interactions. Multiplex immunofluorescence in the femoral trabecular bone quantified Lep, Ptgs2, Gfap, Igfbp2, Wnt1, *β*-catenin, and NF-κB p65 region (mean fluorescence intensity, normalized to Sham).

**Results:**

OVX rats developed a clear high-turnover phenotype with trabecular rarefaction, reflected by higher CTX-I and MDA and lower SOD. AS-IV produced a dose-related improvement in these readouts—CTX-I fell, oxidative stress was eased (SOD increased and MDA decreased), and OCN and PTH moved back toward control levels. Histological analysis showed AS-IV treatment partially mitigated the trabecular deterioration observed in OVX rats. However, micro-CT analysis showed no statistically significant differences in trabecular bone structure between AS-IV-treated groups and OVX controls (*p* > 0.05). RNA-seq identified osteoimmune and Wnt-centered programs and nominated hub genes including Lep, Ptgs2, Gfap, Igfbp2, Il22ra2, Wnt10a, and Wnt1. In femoral trabecular bone, multiplex immunofluorescence revealed increased NF-κB p65 and decreased Wnt1 and Gfap signals in OVX rats compared to Sham. High-dose AS-IV significantly reduced NF-κB p65 and partly restored Wnt1 and Gfap. However, Ptgs2 showed no significant differences across groups, and Igfbp2 and *β*-catenin were not significantly rescued within this sampling window. Molecular docking suggested favorable binding between AS-IV and selected targets, supporting its multitarget profile.

**Conclusion:**

AS-IV modulates oxidative stress and osteoimmune–Wnt signaling in OVX rats, with directional improvements in bone turnover markers but without significant micro-CT structural changes. This work provides a foundation for hypothesis-driven investigation of AS-IV in PMOP.

## 1 Introduction

Postmenopausal osteoporosis (PMOP) is a metabolic bone disease characterized by decreased bone mass and structural destruction of bone tissue due to estrogen deficiency, leading to enhanced bone fragility and fracture risk (1, 2). The incidence of fractures varies greatly by country, but on average up to 50% of women >50 years of age are at risk of fractures (2). With the acceleration of global ageing, PMOP poses a serious challenge to the health and quality of life of hundreds of millions of middle-aged and older women around the world, as well as an enormous socio-economic burden (3). The core pathological mechanism of PMOP is a significant increase in bone remodeling activity of estrogen-deficient osteoclasts (4) and a relative lack of bone formation by osteoblasts, leading to an imbalance in bone reconstruction (5).

Currently, hormone replacement therapy (HRT) serves as a direct intervention for estrogen deficiency (6). However, its long-term application is associated with increased risk of breast cancer (7), endometrial cancer (8), and coronary heart disease (9), stroke, thromboembolic events with 5 or more years of use (10) limiting its clinical application. Furthermore, the presence of various contraindications, including hypertension, diabetes, and a family history of breast cancer, further restricts its use in eligible patients (11, 12). These shortcomings have shifted attention to safer, more effective options—especially those derived from natural products.

Astragalus membranaceus, a fundamental herb in Traditional Chinese Medicine, contains Astragaloside IV (AS-IV) as one of its principal bioactive compounds (Figure 1) (13). AS-IV has demonstrated a broad spectrum of pharmacological activities, including immunomodulatory (14), antioxidant (15), anti-aging (16), and cardio-renal protective effects (17). Notably, preliminary studies in recent years have suggested that AS-IV may exert a bone-protective potential by promoting osteoblast activity (18), inhibiting osteoclast formation or function (19), and attenuating oxidative stress damage to bone tissue (20). Despite growing interest, no study has yet delivered a comprehensive in-vivo assessment of AS-IV in a validated PMOP model that unifies bone-turnover markers, microarchitecture, histomorphometry, transcriptomic profiling and immunofluorescence validation. It also remains unresolved whether its actions involve osteoimmune control and Wnt signaling, both pivotal to PMOP pathogenesis.

**Figure 1:**
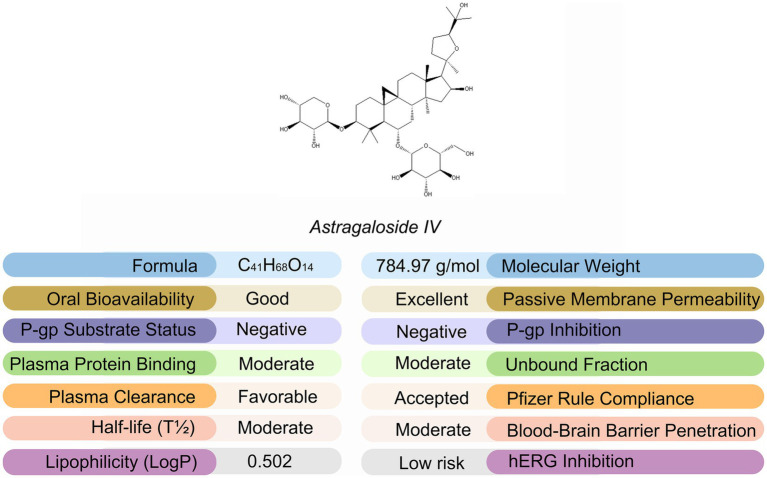
Molecular structure and key physicochemical properties of Astragaloside IV.

Guided by this rationale, we hypothesized that AS-IV, a plant-derived bioactive compound with antioxidant and immunomodulatory properties, can mitigate ovariectomy (OVX)-induced osteoporosis. We proposed that AS-IV achieves this by rebalancing bone remodeling, alleviating oxidative stress, and modulating osteoimmune–Wnt signaling pathways. To test this hypothesis, we employed a standardized OVX Sprague–Dawley rat model and a multi-disciplinary approach, integrating systemic phenotyping, tissue-level analysis, and mechanistic pathway identification. This included RNA sequencing, targeted molecular docking, and multiplex immunofluorescence to validate key pathways implicated in bone metabolism.

## 2 Materials and methods

### 2.1 Experimental animals and ethics

Thirty 8-week-old healthy female Sprague–Dawley rats weighing 190–220 g were purchased from SPF (Beijing) Biotechnology Co., Ltd. [License No.: SCXK (Jing) 2024–0001]. All rats were acclimatized for 1 week in an SPF-grade environment (constant temperature and humidity, 12/12 h light/dark cycle). The experimental protocol was approved by the Biomedical Research Ethics Committee of Shanxi Datong University (Approval No.: 2024 M0021).

### 2.2 Drugs and reagents

Astragaloside IV (AS-IV, Meilunbio, MB1955); Nilestriol (Shanghai Haohong Biomedical Technology Co., Ltd., LY-ZJS100239); Sodium carboxymethyl cellulose (CMC-Na, Dalian Meilun Biotechnology Co., Ltd., MB1717); Paraformaldehyde (VICMED, VIH100); EDTA decalcification solution (Shanghai Siding Biotechnology Co., Ltd., SD0113); Rat Osteocalcin (OCN) ELISA Kit (Shanghai Xuanzekang Biotechnology Co., Ltd., XZK-6112); Rat C-terminal telopeptide of type I collagen (CTX-I) ELISA Kit (Shanghai Xuanzekang Biotechnology Co., Ltd., XZK-5343); Rat Parathyroid Hormone (PTH) ELISA Kit (Shanghai Xuanzekang Biotechnology Co., Ltd., XZK-6309); Rat Superoxide Dismutase (SOD) ELISA Kit (Shanghai Xuanzekang Biotechnology Co., Ltd., XZK-5781); Rat Malondialdehyde (MDA) ELISA Kit (Shanghai Xuanzekang Biotechnology Co., Ltd., XZK-5664); Hematoxylin and Eosin (H&E) Staining Kit (Shanghai Siding Biotechnology Co., Ltd., SD0146); Tyramide Signal Amplification (TSA) Multiplex Immunofluorescence Staining Kit (for 3 markers/4 colors).

### 2.3 Ovariectomy (OVX) model establishment and grouping

Rats were randomly divided into a sham-operated group (*n* = 5) and a modeling group (*n* = 25). Rats in the modeling group were anesthetized by intraperitoneal injection of 3% sodium pentobarbital (1 mL/kg) and underwent bilateral ovariectomy to replicate the postmenopausal osteoporosis model. The sham-operated group only had their ovaries exposed and an equivalent volume of fat tissue removed, without ovarian excision. Postoperatively, penicillin (40,000 U/kg) was administered intramuscularly for 3 consecutive days to prevent infection, and the animals’ status was monitored daily.

Six weeks post-surgery, the modeling group rats were randomly divided into 5 groups (n = 5/group): Model group, Positive control group (1.5 mg/kg Nilestriol), and AS-IV low, medium, and high dose groups (20/40/80 mg/kg).

The AS-IV doses (20, 40, and 80 mg/kg) were selected based on prior *in vivo* studies demonstrating biological activity within this range. Notably, a recent OVX mouse study reported bone-protective effects with AS-IV at 80 mg/kg (20), supporting the biological activity of doses within the range used in our study. Similar dose-escalation schemes have also been used in inflammatory models (21, 22). Accordingly, the three-dose design was adopted to evaluate potential dose responsiveness based on these published reports.

### 2.4 Drug administration

The reagents were prepared as follows: a solution of 400 mg astragaloside IV in 100 mL of 1% sodium carboxymethyl cellulose (CMC-Na).

Rats in each group received the corresponding drug by oral gavage once daily for 8 consecutive weeks. Sham and OVX model animals received vehicle by oral gavage (1% sodium carboxymethyl cellulose, CMC-Na) at a volume equivalent to the treatment groups. Body weight was measured weekly, and the administered dose was adjusted accordingly.

### 2.5 Sample collection

After the final administration of the treatments, rats were anesthetized using 3% sodium pentobarbital (1 mL/kg) via intraperitoneal injection. Once the animals were fully anesthetized, blood was collected from the abdominal aorta. Blood samples were centrifuged at 3000 rpm for 10 min to separate serum, which was stored at −80 °C for subsequent analysis. Following blood collection, the rats were euthanized by intraperitoneal injection of a lethal dose of 3% sodium pentobarbital (2 mL/kg) to ensure humane euthanasia. Bilateral femurs and the third lumbar vertebra (L3) were carefully dissected. One femur and the L3 vertebra were fixed in 4% paraformaldehyde for Micro-CT scanning and histological analysis. The contralateral femur was frozen at −80 °C for subsequent molecular biology detection.

### 2.6 Serum biomarker detection

Serum levels of bone metabolism markers (OCN, CTX-I, PTH) and oxidative stress indicators (SOD, MDA) were measured using ELISA kits according to the manufacturer’s instructions.

### 2.7 Bone microarchitecture analysis by micro-CT

The fixed femurs were scanned using a Micro-CT system (Pingsheng Medical, NMC-200). Scanning parameters were set as follows: voltage 80 kV, current 0.06 mA, exposure time 20 ms, and scan resolution 35 μm. Three-dimensional reconstruction was performed using the instrument’s software, and bone mineral density (BMD), bone volume fraction (BV/TV), trabecular number (Tb.N), and trabecular separation (Tb.Sp) were quantitatively analyzed.

### 2.8 Bone histomorphometric analysis (H&E staining)

Fixed femurs and vertebrae were decalcified in EDTA decalcification solution for 4 weeks, routinely embedded in paraffin, and sectioned into 5 μm thick slices. The sections were stained with Hematoxylin and Eosin (H&E). The morphology, number, thickness of trabecular bone, and changes in the bone marrow cavity were observed and compared under a light microscope.

### 2.9 mRNA-seq

Total RNA was extracted from three independent biological replicates per group. Sequencing libraries were constructed using oligo(dT) beads to enrich eukaryotic mRNA, followed by fragmentation and reverse transcription with random hexamer primers. Double-stranded cDNA was synthesized, end-repaired, adenylated, and ligated with Illumina adapters. Fragment size selection was performed, and the resulting libraries were amplified by PCR. Library quality was validated using the Agilent 2,100 Bioanalyzer. Sequencing was carried out on the Illumina HiSeq X-ten platform by Shanghai Oebiotech Medical Technology Co., Ltd. (Shanghai, China).

Raw sequencing reads were quality-controlled using FASTQC and preprocessed with NGS QC Toolkit v2.3.3 to obtain clean reads. Clean reads were aligned to the reference genome using Tophat/Bowtie2. Gene expression levels were quantified using FPKM with Bowtie2 and eXpress. Differential expression analysis was performed with the DESeq package using a negative binomial test. Significantly differentially expressed genes (DEGs) were identified with a *p*-value < 0.05 and |log2FC| > 0.58. Functional enrichment analysis of DEGs was conducted through Gene Ontology (GO) and KEGG pathway analyses using hypergeometric tests.

### 2.10 AS-IV high-dose treatment reverses OVX-induced transcriptomic alterations

To identify genes whose dysregulation induced by OVX was effectively reversed by AS-IV treatment, we performed a comparative analysis. Specifically, we first isolated genes that were up-regulated in OVX versus Sham and subsequently down-regulated in OVX-AS-IV-High versus OVX. Conversely, we identified genes that were down-regulated in OVX versus Sham and subsequently up-regulated in OVX-AS-IV-High versus OVX. The final set of rescued DEGs was defined as the union of these two antagonistic gene sets, representing transcripts that were significantly normalized by the high-dose AS-IV treatment.

### 2.11 Protein–protein interaction (PPI) network construction

The union of 36 rescued DEGs was subjected to PPI network analysis using the STRING database^1^ (version 12.0). Of the 36 input genes, 32 were successfully mapped to known protein interactors and finally obtained 7 interconnected hub proteins. The resulting PPI network was then visualized in Cytoscape (version 3.9.1).

### 2.12 Weighted gene co-expression network analysis (WGCNA)

To identify biologically significant co-expressed gene modules and explore the association between gene networks and the experimental phenotypes (Sham, OVX, OVX-AS-IV-High), we performed a weighted gene co-expression network analysis (WGCNA) using the WGCNA package (v1.73) in R (v4.0.3). Raw expression matrices were preprocessed by removing outliers via sample hierarchical clustering and filtering low-variance genes (retaining the top 75% by median absolute deviation). A signed network was constructed with a soft-thresholding power (*β*) selected via the scale-free topology criterion (*R*^2^ > 0.85). Dynamic tree-cutting (deepSplit = 2, minModuleSize = 30) was employed to identify co-expression modules, each of which was color-coded for visualization. Module–trait relationships were quantified by correlating module eigengenes (first principal component) with the clinical phenotypes using Pearson’s correlation (*p* < 0.05). A heatmap was generated to visualize module–phenotype associations with hierarchical clustering (Euclidean distance and complete linkage).

### 2.13 Functional enrichment analysis

To elucidate the biological functions and signaling pathways associated with the 36 core rescued targets, functional enrichment analysis was performed. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were conducted using the online bioinformatics platform Microbiome Bioinformatics (microbiomeX^2^). The entire set of genes quantified in the mRNA-seq dataset was used as the background reference. Enrichment was assessed using a hypergeometric test, and terms with a *p*-value of less than 0.05 were considered statistically significant.

### 2.14 Molecular docking analysis

To validate the binding potential between the core targets and the active compound Astragaloside IV (AS-IV), molecular docking was performed. The two-dimensional structure of AS-IV (CAS: 84687–43-4) was obtained from the PubChem database^3^ and prepared for docking by energy minimization and assignment of Gasteiger charges using AutoDock Tools.

The crystal structures of the target proteins were retrieved from the PDB database^4^. Specifically, the structures for Lep (PDB ID: 1AX8), Gfap (6A9P), Ptgs2 (5F19), Il22ra2 (3G9V), and GZMB (1FQ3) were downloaded. For proteins whose experimental structures were unavailable (Igfbp2, Wnt1, and Wnt10a), high-confidence predicted models from the AlphaFold database^5^ (AF-Q5JXC2-F1, AF-P04628-F1, and AF-Q9GZT5-F1, respectively) were employed.

All protein structures were prepared by removing water molecules and co-crystallized ligands, adding polar hydrogens, and assigning Kollman united atom charges. Docking simulations were carried out using AutoDock Vina software. The grid box was centered on the known active site of each protein, with dimensions large enough to allow the ligand free rotation. The docking pose with the most favorable (lowest) binding free energy (kcal/mol) was selected for each complex.

### 2.15 Immunofluorescence staining of bone tissue

The decalcified femora were then embedded in paraffin, and 4–5 μm thick sections were cut using a Cryostat (Leica Microsystems Shanghai Co., Ltd., CM1950). These sections were deparaffinized in xylene I (15 min) and xylene II (15 min), rehydrated through graded ethanol (absolute ethanol I, 5 min; absolute ethanol II, 5 min; 95% ethanol, 5 min; 85% ethanol, 5 min; 75% ethanol, 5 min), and rinsed in distilled water. Antigen retrieval was carried out in alkaline EDTA buffer (pH 9.0) using microwave heating, followed by natural cooling and washing in PBS (pH 7.4) on a rocker (3 × 5 min). Endogenous peroxidase activity was quenched with 3% hydrogen peroxide for 15 min at room temperature in the dark, followed by PBS washes (3 × 5 min). After outlining the tissue area with a hydrophobic barrier pen, sections were blocked with 3% BSA in PBS for 30 min at room temperature. Primary antibodies diluted in antibody diluent were applied and incubated at 4 °C overnight; the primary antibodies were as follows: PTGS2 (ABclonal, A3560, rabbit, 1:200), IGFBP2 (Proteintech, 66,644-1-IG, mouse, 1:200), WNT1 (ABclonal, A2475, rabbit, 1:200), LEP (bioss, bs-0409R, rabbit, 1:200), GFAP (Proteintech, 60,190-1-IG, mouse, 1:1000), *β*-catenin (huilanbio, ABB3523, rabbit, 1:200), and NF-κB p65 (Cell Signaling Technology, 8,242, rabbit, 1:200), with EDTA-based retrieval used for all targets. After PBS washing (3 × 5 min), sections were incubated with the corresponding HRP-conjugated secondary antibody for 50 min at room temperature in the dark, washed again in PBS (3 × 5 min), and then reacted with the ready-to-use fluorophore reaction solution for 2–15 min at room temperature followed by PBS washes (3 × 5 min). For sequential multi-target labeling, antibody stripping was performed using a dedicated mIHC stripping buffer prewarmed to 37 °C (5–20 min, repeated twice), after which the staining cycle (blocking/primary/HRP-secondary/tyramide reaction) was repeated with an alternative tyramide fluorophore. Nuclei were counterstained with ready-to-use DAPI for 5–20 min at room temperature in the dark, and sections were mounted with an anti-fade mounting medium. Fluorescence signals were visualized and recorded using a fluorescence microscope/confocal imaging system as available, including a Nikon Eclipse CI-S microscope equipped with a Nikon DS-U3 imaging system, and/or whole-slide scanning with a Pannoramic MIDI scanner (3DHISTECH).

### 2.16 Statistical analysis

Data are expressed as mean ± SD. Statistical analyses and plotting were performed in GraphPad Prism 10. Group differences were assessed using one-way ANOVA followed by Dunnett’s multiple comparisons test versus the designated control group. *p* < 0.05 was considered statistically significant.

## 3 Results

### 3.1 AS-IV reverses bone metabolic disorders in OVX rat

To assess AS-IV’s systemic effects on bone metabolism, we quantified key serum biomarkers. As shown in Figure 2, the OVX rats had significantly higher OCN, CTX-I, and PTH than Sham (all *p* < 0.001), confirming a high–bone-turnover state.

**Figure 2:**
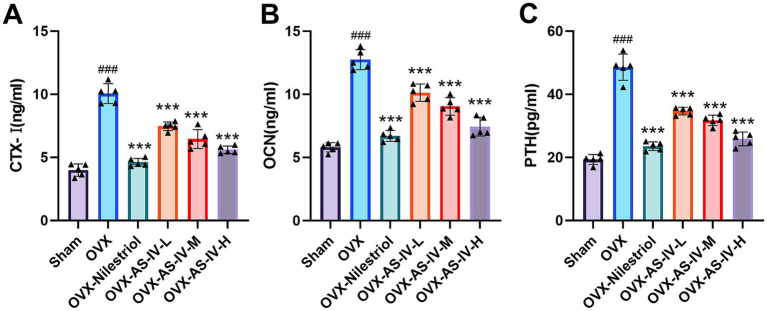
Effects of Astragaloside IV on serum CTX-I, OCN, and PTH in osteoporotic rats. **(A)** C-terminal telopeptide of type I collagen (CTX-I, ng/ml); **(B)** osteocalcin (OCN, ng/ml); **(C)** parathyroid hormone (PTH, pg./ml). Statistical significance: ^###^*p* < 0.001 vs. sham group, ***p < 0.001 vs. OVX group.

Treatment with AS-IV effectively mitigated these metabolic disturbances. Regarding bone resorption, AS-IV administration significantly reduced the elevated CTX-I levels in a dose-dependent manner, with the high-dose group showing the most pronounced effect (Figure 2A). For bone formation, the OVX-AS-IV-H also significantly lowered OCN levels, demonstrating comparable efficacy to the positive control drug (Figure 2B). Furthermore, all AS-IV treatment groups significantly suppressed PTH levels (Figure 2C). In summary, our results demonstrate that AS-IV re-establishes bone metabolic equilibrium in OVX rats by concurrently stimulating bone formation and suppressing bone resorption.

### 3.2 AS-IV alleviates oxidative stress levels in OVX rats

To further characterize AS-IV’s antioxidant activity, we first confirmed that ovariectomy produced a robust pro-oxidant shift: the OVX group showed a significant reduction in serum SOD activity together with a concomitant rise in MDA content (both *p* < 0.001; Figure 3). Administering AS-IV reversed this pattern in a graded fashion. Across doses, SOD activity was restored (*p* < 0.001), and at the highest dose MDA levels were simultaneously suppressed (*p* < 0.01), indicating coordinated improvement of enzymatic defense and lipid peroxidation status. The extent of change in the high-dose AS-IV cohort closely matched that achieved by the positive control. Taken together, these observations substantiate the antioxidant capacity of AS-IV and support attenuation of oxidative stress as a plausible mechanistic contributor to its bone-protective effects in the OVX setting.

**Figure 3:**
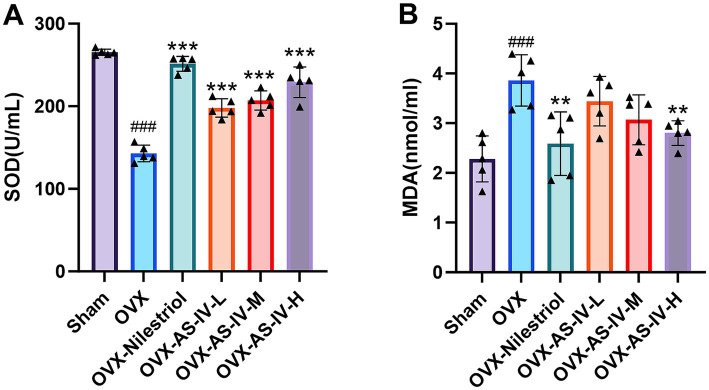
Effects of Astragaloside IV on oxidative stress markers in osteoporotic rats. **(A)** Superoxide dismutase (SOD, U/mL); **(B)** malondialdehyde (MDA, nmol/ml). Statistical significance: ^###^*p* < 0.001 vs. sham group, ^***^p < 0.001 vs. ovx group, **p < 0.01 vs. group.

### 3.3 AS-IV improves bone microarchitecture in OVX rats

Micro-CT–based three-dimensional reconstructions of the femur revealed marked structural differences between Sham and OVX animals (Figure 4A). In the Sham group, trabeculae were numerous, evenly distributed, and interconnected, forming a compact and continuous cancellous network. In contrast, OVX rats exhibited classical osteoporotic features, including reduced trabecular number, discontinuity of trabecular connections, widened inter-trabecular spaces, and enlarged marrow cavities, indicating pronounced trabecular deterioration following ovariectomy.

**Figure 4:**
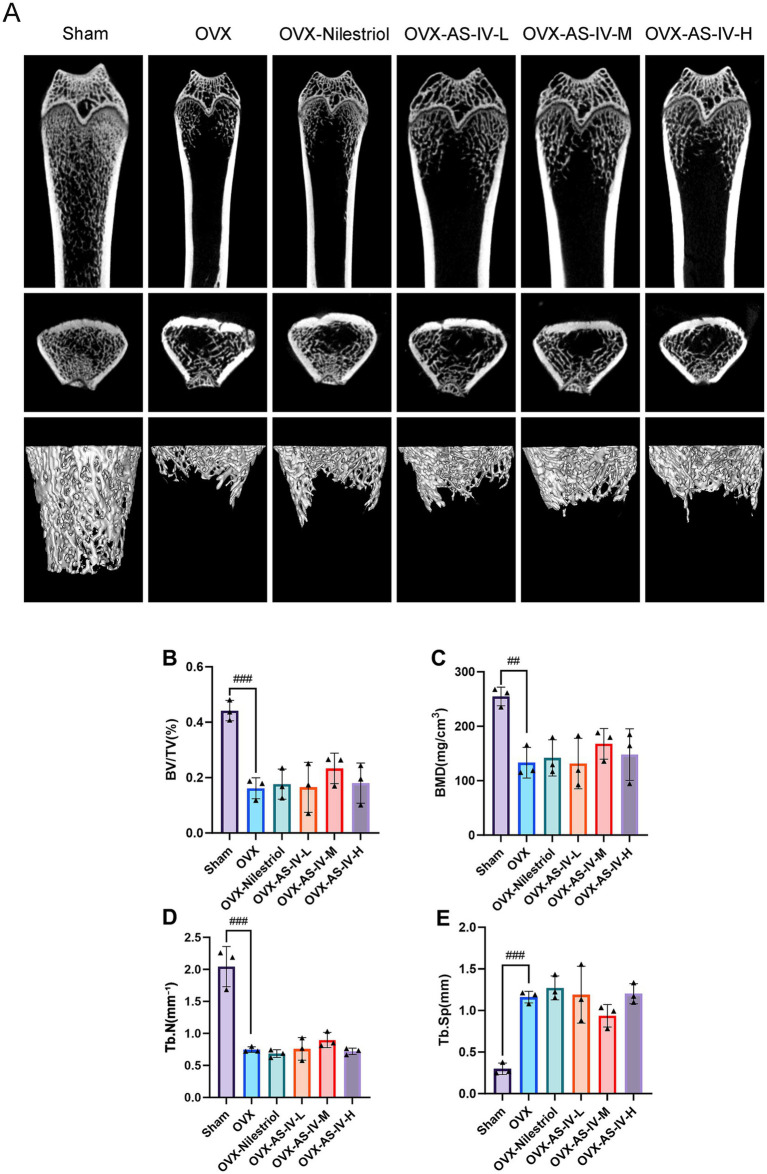
Rat femoral bone tissue micro-CT scan and 3D reconstruction. **(A)** Micro-CT images of the femur: 2D coronal, 2D cross-sectional, and 3D trabecular views; **(B)** bone volume/total volume (BV/TV, %); **(C)** bone mineral density (BMD, mg/cm^3^); **(D)** trabecular number (Tb.N, 1/mm); **(E)** trabecular separation (Tb.Sp, mm). ###*p* < 0.001 vs. sham group; ##*p* < 0.01 vs. sham group. No statistically significant differences were observed between AS-IV treatment groups and the OVX group (*p* > 0.05) for BMD, BV/TV, Tb.N, or Tb.Sp.

Quantitative analyses further confirmed significant structural impairment in the OVX group compared with Sham controls (Figures 4B–E). Specifically, OVX rats showed significantly decreased BMD (*p* < 0.01), BV/TV (*p* < 0.001), and Tb.N (*p* < 0.001), accompanied by a significant increase in Tb.Sp (*p* < 0.001). These findings validate the successful establishment of the OVX-induced osteoporotic phenotype.

When compared with the OVX group, neither the positive control (Nilestriol) nor the AS-IV low-, medium-, or high-dose groups demonstrated statistically significant differences in BMD, BV/TV, Tb.N, or Tb.Sp (all *p* > 0.05). Although numerical shifts toward improved parameters were observed in treated groups, these changes did not reach statistical significance under the current experimental conditions. Several factors may contribute to this lack of significance, including the small sample size, inherent within-group variability, and suboptimal treatment duration, which may have limited the statistical power of the study. Accordingly, structural rescue of trabecular microarchitecture by AS-IV was not demonstrated in this study.

Micro-CT scans and 3D reconstruction images and data of rat vertebrae tissue are detailed in Supplementary materials S1.

### 3.4 Morphological structure of bone tissue in AS-IV-repaired OVX rats

Histological examination of H&E–stained femora corroborated the micro-CT findings (Figure 5). In Sham rats, trabeculae were thick, evenly distributed, and interconnected into a continuous lattice. By contrast, OVX sections exhibited the classical osteoporotic phenotype—thinned and fragmented trabeculae, widened inter-trabecular spaces, and conspicuously enlarged marrow cavities. Notably, AS-IV–treated groups showed qualitative restoration of architecture: trabeculae appeared thicker with improved continuity and fewer perforations, and marrow cavities were reduced. Taken together, these histological features are consistent with the imaging readouts and support a protective effect of AS-IV on trabecular microarchitecture. H&E histology of decalcified paraffin sections from rat vertebral trabecular bone shown as a three-magnification composite (4×, 20×, 80×; left-to-right within each group) are detailed in Supplementary materials S2.

**Figure 5:**
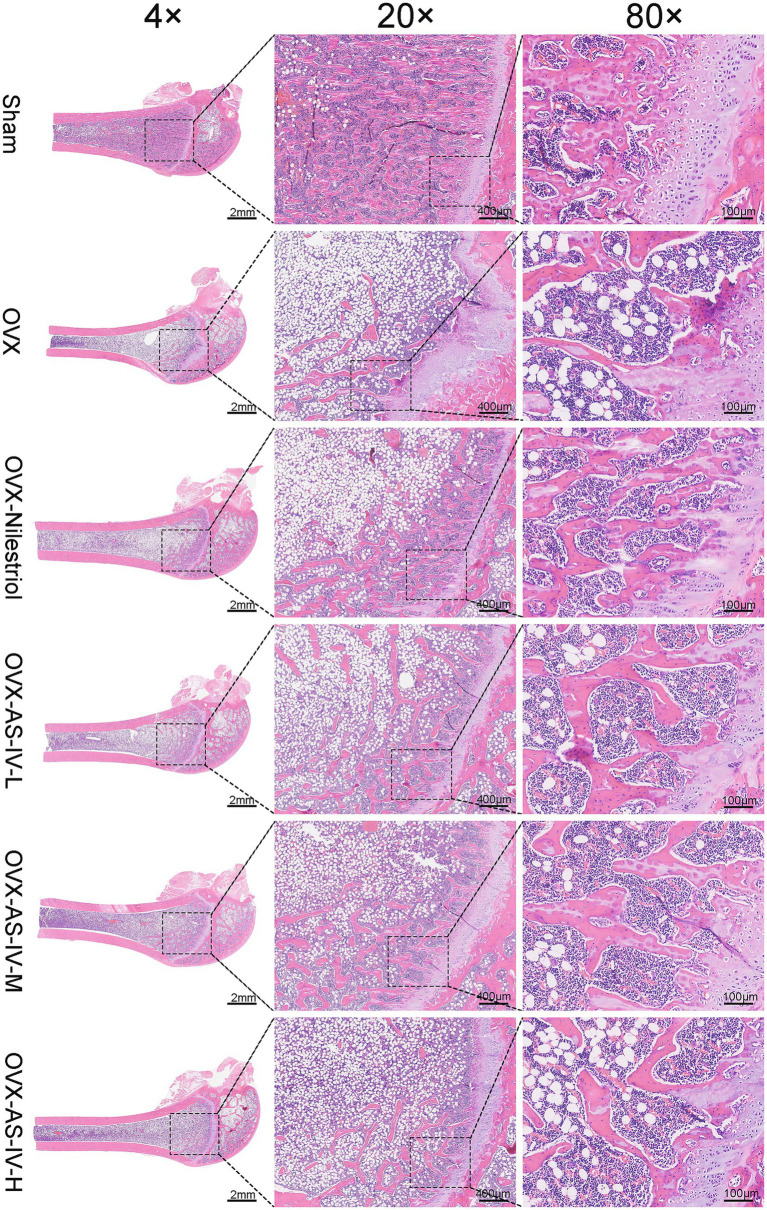
H&E histology of decalcified paraffin sections from rat femoral trabecular bone shown as a three-magnification composite (4×, 20×, 80×; left-to-right within each group). Scale bars as indicated.

### 3.5 mRNA-seq

To delineate the transcriptomic alterations underlying the OVX-induced condition and the therapeutic effect of AS-IV, we performed mRNA sequencing on bone tissue from the Sham, OVX, and OVX-AS-IV-High groups. 

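RNA from the bone of 9 rats was sequenced, with 3 libraries in each of the Sham, OVX and OVX-AS-IV-High groups. The treated rats received AS-IV at 80 mg/kg for 8 weeks. The paper gives the vehicle as 1% CMC-Na, whereas the sample labels give 1%, 2% and 3% CMC-Na for Sham replicates 1, 2 and 3; the Sham libraries were kept as 1 group, as in the paper. The authors deposited whole-number counts per gene and FPKM values for 23026 genes, after alignment with Tophat and Bowtie2 and quantification with eXpress. The paper's text does not name the genome build. Total counts per library lay between 34874880 and 35813432 in Sham (median 35725783), between 36260132 and 36840026 in OVX (median 36798504), and between 36340063 and 37298250 in OVX-AS-IV-High (median 37178255).

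From the counts, differential expression was computed with edgeR's quasi-likelihood test after TMM normalization, with all 9 libraries in one fit. The filter on low counts kept 16874 genes. DEGs were defined by the thresholds of the paper's results section, an unadjusted p under 0.05 and an absolute log2FC over 1, and Benjamini-Hochberg adjusted p-values were computed over all genes tested. These choices and their alternatives were fixed before the data were examined, apart from those named as later additions. In counts drawn for 16655 genes, of which 200 were changed 3-fold between groups of 3, the test gave an adjusted p under 0.05 to 168 of the changed genes. The changed genes came only from those above a minimum mean count, so recovery at lower counts or smaller folds was not tested. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a p below 0.1.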

Differential expressed genes (DEGs) analysis was conducted with thresholds set at a *p*-value < 0.05 and an absolute log2 fold-change (|log2FC|) > 1.

Comparative analysis between the OVX and Sham groups identified substantial transcriptomic dysregulation. A total of 16,348 genes were significantly dysregulated, with 534 genes meeting the more stringent significance criteria (*p* < 0.05 & |log2FC| > 1). This included 129 genes significantly up-regulated and 405 genes significantly down-regulated in the OVX group compared to Sham (Figure 6C, Volcano plot). 

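In the comparison of OVX with Sham, 2775 of the 16874 genes tested had an unadjusted p under 0.05, and 525 of these also had an absolute log2FC over 1. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.118. Simulated libraries with each gene's fitted spread and no difference between the groups gave a median of 216.5 genes past the paper's thresholds. Of 50 simulations, 0 reached 525. Genes were drawn independently there, whereas they vary together in the libraries, so this does not tie the count to ovariectomy. Of 10 splits of the Sham and OVX libraries, 2, the real one included, gave 525 or more, with a highest count of 849. Testing log2(FPKM + 1) with limma in place of the counts gave 75 genes past the thresholds. DESeq2 gave 583 genes past the thresholds and 834 with an adjusted p under 0.05; across the alternatives the latter count ranged from 0 to 834. Leaving out Sham replicate 3 raised the number past the thresholds to 1064.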

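Of the 525 DEGs, 182 were higher and 343 were lower in OVX. Their median absolute log2FC was 1.41, and their median expression was 1.49 CPM against 18.9 for all genes tested. In 399 of them (76.0%), every OVX library lay on the same side of every Sham library. Over all genes tested, this held for 23.3%, against 10% by chance. Without Sham replicate 3, the numbers became 321 higher and 743 lower; without Sham replicate 2, they became 141 and 246.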

The expression patterns of these DEGs are vividly displayed in a heatmap, which clearly segregates the OVX and Sham samples and highlights distinct gene clusters, including notably altered genes such as Ncan, LOC120101677, and Igfbp2 (Figure 6A).

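LOC120101677 had 232, 280 and 168 counts in the OVX libraries and 0, 1 and 4 in the Sham libraries, a log2FC of 6.91 (standard error 1.79, adjusted p = 0.153 from edgeR's quasi-likelihood test). It is 1 of 156 genes with 3 counts or fewer in some libraries and 50 or more in others, and its counts in the 3 OVX-AS-IV-High libraries were 165, 1 and 2. Igfbp2 had 0.605 ± 0.459 CPM in OVX and 18.7 ± 4.50 in Sham (SD, n = 3 each). Its log2FC was -4.94 (standard error 1.30, adjusted p = 0.154) and stayed between -5.76 and -4.64 with each library left out in turn. Every OVX library lay below every Sham library for Igfbp2 (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Ncan had 2, 15 and 4 counts in OVX and 0, 0 and 1 in Sham and fell below the filter on low counts; the lower bound of its increase, 2.33-fold over the 3 counts taken as the floor, came to 1.00-fold without OVX replicate 2, which leaves an increase undetermined. Of 19 genes labelled in Figure 6A, 8 passed this filter, and 7 of these were past the thresholds. All 7 had an adjusted p under 0.05 when adjusted over the list alone, and 0 when adjusted over all genes; the study chose the list on these libraries, so the former is not independent evidence.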

**Figure 6:**
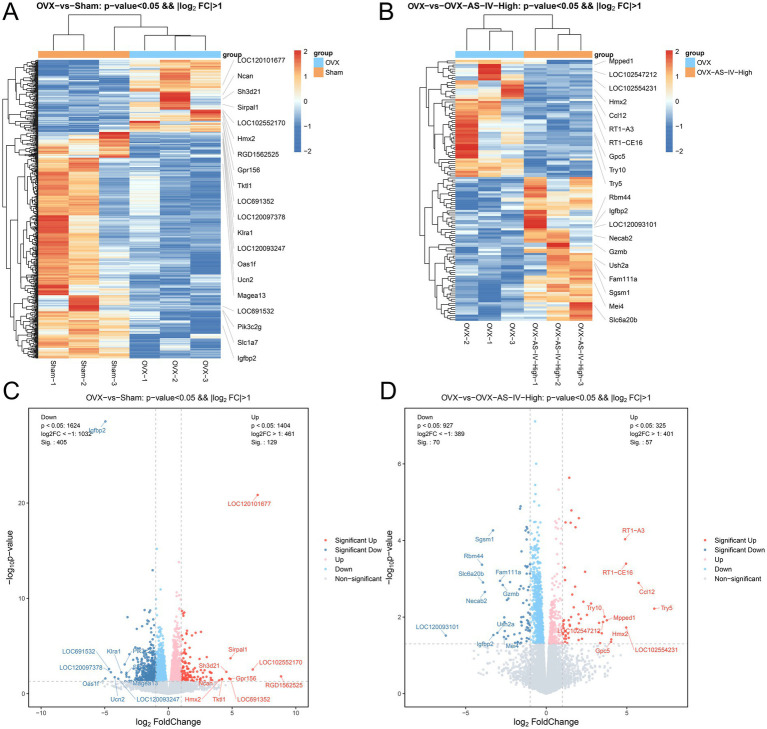
Transcriptomic profiling of OVX-induced changes and AS-IV intervention. **(A)** Hierarchical clustering heatmap of DEGs from OVX vs. Sham comparison, showing clear separation between the two groups; **(B)** Heatmap of DEGs from OVX vs. OVX-AS-IV-High comparison, illustrating the modulatory effect of AS-IV on the gene expression profile; **(C)** Volcano plot of DEGs in OVX vs. Sham. Significantly upregulated genes (red) and downregulated genes (blue) are highlighted (*p*-value < 0.05, |log2FC| > 1). Key DEGs are labeled; **(D)** Volcano plot of DEGs in OVX vs. OVX-AS-IV-High, highlighting genes significantly altered by AS-IV treatment.

Subsequent comparison between the OVX and OVX-AS-IV-High groups aimed to identify genes modulated by the AS-IV treatment. This analysis revealed that AS-IV intervention induced a significant transcriptional response, leading to the reversal of a subset of OVX-induced changes. We identified 127 genes that were significantly dysregulated following AS-IV treatment (*p* < 0.05 and |log2FC| > 1), with 57 genes up-regulated and 70 genes down-regulated (Figure 6D, Volcano plot). 

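Between OVX-AS-IV-High and OVX, 1089 genes had an unadjusted p under 0.05, and 140 of these were past the fold-change threshold as well, 77 higher and 63 lower in OVX-AS-IV-High. No gene passed the adjusted threshold (0 of 16874, smallest adjusted p = 0.652 in edgeR's quasi-likelihood test). Simulated libraries with no effect of AS-IV gave a median of 216 genes past the paper's thresholds, with a range from 178 to 239 in 50 simulations. The 140 lay below that range, so these simulations do not reproduce how the libraries vary. In 99 of the 140 genes (70.7%) the libraries of the groups lay apart, as they did in 12.7% of all genes tested, where chance gives 10%. With limma on log2(FPKM + 1), 13 genes were past the thresholds, 6 higher and 7 lower. DESeq2 gave 151 genes, and 37 with an adjusted p under 0.05. Without OVX-AS-IV-High replicate 1, the number past the thresholds was 219.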

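Over the log2 CPM of all 16874 genes, the 3 groups accounted for 31.6% of the variance between the 9 libraries. As large a share arose in 40 of the 280 ways to divide the libraries into 3 groups of 3 (exact permutation test, p = 0.143). Between OVX and OVX-AS-IV-High alone, the groups accounted for 17.6%, and 7 of the 10 splits of these 6 libraries gave as much (exact permutation test, p = 0.7). After the means of same-numbered libraries were taken out, a step added after the data were seen, the groups accounted for 35.1% of the rest. Of the 4 splits that part all 3 pairs, 3 gave as much (exact permutation test, p = 0.75, where the smallest possible is 0.25). The first principal component, with 36.3% of the variance, placed libraries of every group on both sides of 0. Its values were -60.6, -51.2 and 17.0 for Sham, -9.24, 30.5 and 32.3 for OVX, and -27.8, 23.3 and 45.7 for OVX-AS-IV-High.

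**Figure D1:**
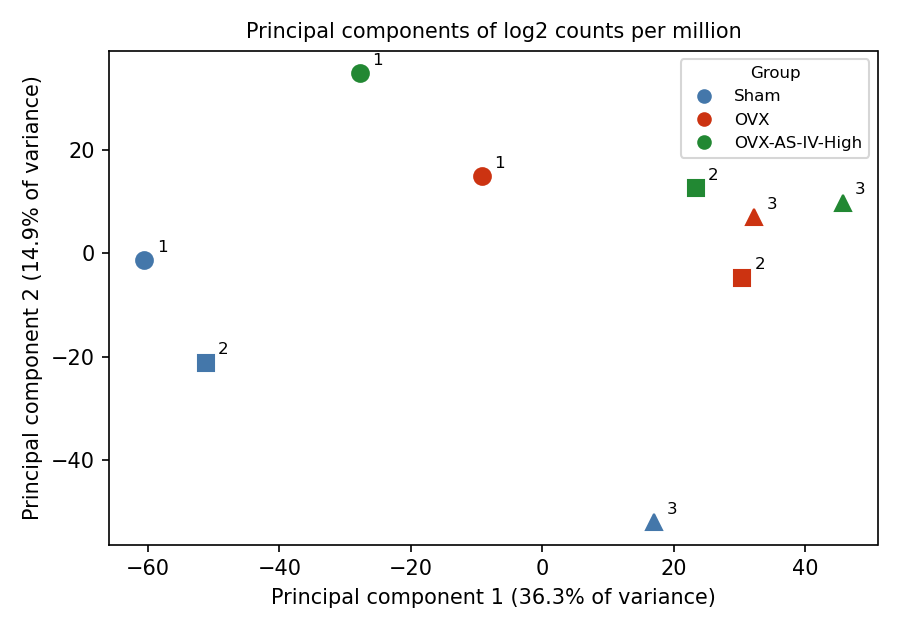
Scores of the 9 libraries on principal components 1 and 2 of log2 CPM, coloured by group and numbered by replicate. Along component 1, Sham replicate 1 at -60.6 and OVX-AS-IV-High replicate 3 at 45.7 are farthest apart.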

The corresponding heatmap demonstrates a clear normalization effect of AS-IV on the global gene expression profile, as seen by the distinct clustering of the treatment group away from the OVX group (Figure 6B).

Taken together, these extensive transcriptomic profiles not only validate the widespread gene expression changes triggered by OVX but also highlight the strong therapeutic potential of high-dose AS-IV, which normalizes a significant proportion of these alterations. This, in turn, provides a molecular foundation for understanding its bone-protective effects.

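The share of each OVX change that was undone in OVX-AS-IV-High is 0 for no return and 1 for a full return to Sham. Over the 525 OVX vs. Sham DEGs, its median was 0.262. Taken for each treated library against the group means, the median was 0.473, 0.205 and 0.037 for OVX-AS-IV-High replicates 1, 2 and 3. Without OVX-AS-IV-High replicate 1 it was 0.069, and without OVX replicate 1 it was 0.397. Both comparisons use the same OVX libraries, so the median lies above 0 with no effect of AS-IV. In 50 simulations with no such effect, and an OVX effect scaled by 0.6 to give about as many DEGs, its median was 0.320 (from 0.258 to 0.351). The simulated OVX effect was that of OVX and OVX-AS-IV-High together against Sham, so a return with AS-IV would be averaged into it. With this effect at its measured size, which gave a median of 1074.5 DEGs, the median return was 0.186 (from 0.155 to 0.216). With the scale of 0.6 and a spread scaled down to give about as many DEGs in both comparisons, it was 0.264, and 26 of 50 simulations reached 0.262. Both scales were chosen after the data were seen. From these profiles, the paper concludes that high-dose AS-IV normalizes a significant proportion of the changes triggered by OVX.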

### 3.6 AS-IV high-dose treatment reverses OVX-induced transcriptomic alterations

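The lists of 525 and 140 DEGs had 45 genes in common, of which 2 changed in the same direction and 43 in opposite directions; the latter are called rescued DEGs. In 34 of the 43 rescued DEGs, the OVX and OVX-AS-IV-High libraries did not overlap. The median expression of the 43 genes was 0.769 CPM. Since the OVX libraries enter both comparisons, opposite changes also arise with no effect of AS-IV. Simulations had no such effect, and an OVX effect taken from OVX and OVX-AS-IV-High together against Sham, scaled to the observed number of DEGs. They gave a median of 63 rescued genes (from 44 to 80). Their median of 215.5 DEGs in OVX-AS-IV-High vs. OVX was also more than the 140. As a share of these DEGs, the rescued genes were 30.7% in the data and a median of 29.3% (from 22.0% to 34.0%) in the simulations. With the spread scaled as well, a choice made after the data were seen, there were medians of 482 and 143.5 DEGs and 45 rescued genes (from 27 to 66). With no effect of either kind, the median was 50.5 rescued genes (from 32 to 61), or 23.0% (from 15.9% to 28.7%). Testing log2(FPKM + 1) with limma left 1 rescued gene, and DESeq2 gave 47, of which 38 were among the 43. Leaving out 1 library at a time gave from 32 genes, without Sham replicate 2, to 87, without OVX replicate 1. Of the 43 genes, 10 were rescued in all 9 of these fits.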

By intersecting the opposingly regulated genes from these two comparisons, we identified a core set of 36 genes that were dysregulated by OVX and subsequently reversed by AS-IV treatment. 

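Among the 43 rescued DEGs, 32 were lower in OVX than in Sham and higher in OVX-AS-IV-High than in OVX, and 11 showed the opposite pattern. Without OVX replicate 1, these numbers were 61 and 26; without Sham replicate 2, they were 26 and 6.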

The mRNA-seq analysis identified 24 genes that were down-regulated in OVX versus Sham but up-regulated after AS-IV treatment, and 12 genes that exhibited the opposite pattern (up-regulated in OVX and down-regulated by AS-IV). The union of these 36 rescued genes was subjected to protein–protein interaction (PPI) network analysis. Of these, 32 gene products were mapped onto the PPI network, the visualization of which is presented in Figure 7A. 

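Of the 32 genes drawn in Figure 7C, 29 passed the filter on low counts, and all 29 had log2FC of opposite sign in the 2 comparisons. In OVX vs. Sham, 27 of them were past the paper's thresholds, in OVX-AS-IV-High vs. OVX 21, and 21 were in both lists and so among the 43 rescued DEGs. When adjusted over the list alone, 26 and 14 genes had an adjusted p under 0.05 in the respective comparisons, against 0 and 0 when adjusted over all genes tested with edgeR. The genes were chosen on these libraries, so the adjustment over the list is not independent evidence. DESeq2 placed 26 of the 32 genes among the rescued DEGs.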

We constructed Venn diagrams in Figure 7B to illustrate the bioinformatics filtering process. ① represents 24 genes that were down-regulated in the OVX group (vs. Sham) and up-regulated by AS-IV treatment (vs. OVX). ② represents 12 genes that were up-regulated in OVX and down-regulated by AS-IV. The union of ① and ② defines the 36 “AS-IV-rescued” DEGs. ③ denotes the 32 proteins successfully mapped from the 36 rescued DEGs in the STRING database. ④ indicates the interconnected 7-protein module extracted from the PPI network.

**Figure 7:**
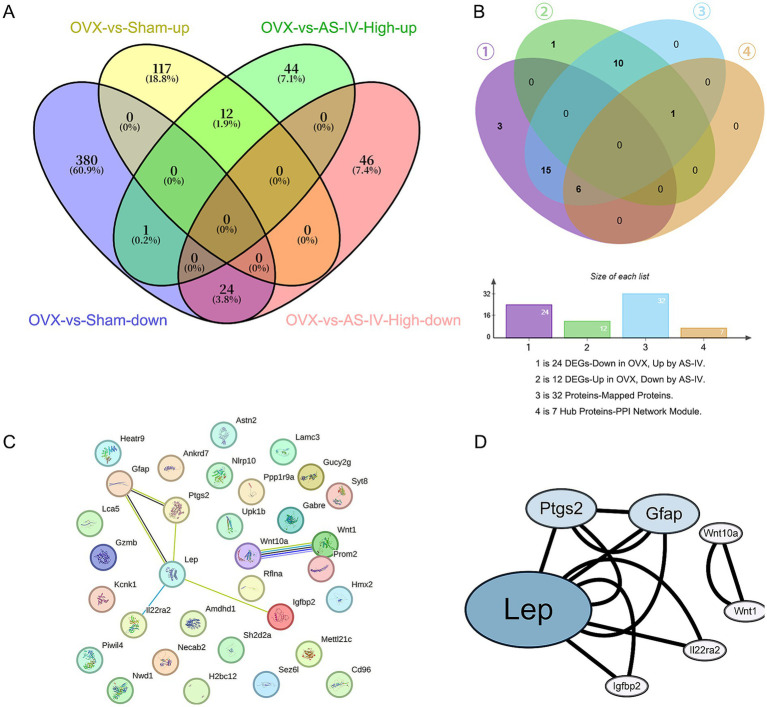
Identification and protein interaction network of AS-IV-rescued DEGs. **(A)** Venn diagrams illustrate the identification of 36 “AS-IV-rescued” DEGs: 24 that were down-regulated by OVX and up-regulated by AS-IV, and 12 that were up-regulated by OVX and down-regulated by AS-IV. **(B)** Venn diagrams illustrate the bioinformatics filtering process. **(C)** The 32 mapped protein candidates encoded by the rescued DEGs, which were retrieved from the STRING database for PPI network construction. **(D)** The PPI network module comprising 7 interconnected hub proteins. The node size represents the degree of each protein, indicating its connectivity within the network. Larger nodes correspond to proteins with a higher number of interactions, suggesting their potential central role in the network.

### 3.7 PPI network analysis

To uncover the functional relationships and potential protein-level interactions among the 36 rescued DEGs, we constructed a protein–protein interaction (PPI) network using the STRING database in Figure 7C. Among the 36 input genes, 32 gene products had corresponding protein entries in the database and were included in the analysis. Visualization and subsequent analysis in Cytoscape revealed a connected network comprising only 7 proteins, including Lep, Ptgs2, Gfap, and Wnt10a. This highly interconnected module suggests their potential core functional role in the therapeutic mechanism of AS-IV, as depicted in Figure 7D.

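All 8 hub genes (Lep, Ptgs2, Gfap, Igfbp2, Il22ra2, Wnt10a, Wnt1 and Gzmb) passed the filter on low counts and had log2FC of opposite sign in the 2 comparisons. By the paper's thresholds, 5 were rescued: Ptgs2, Igfbp2, Il22ra2, Wnt10a and Wnt1. With the replicate block, Igfbp2 and Il22ra2 were no longer rescued, which left 3; with DESeq2, Lep was added, which gave 6. Ptgs2 had 8.00 ± 1.26 CPM in Sham, 3.12 ± 0.688 in OVX and 9.54 ± 4.42 in OVX-AS-IV-High (SD, n = 3 each). Its log2FC was -1.36 (standard error 0.346, adjusted p = 0.153) in OVX vs. Sham and 1.61 (standard error 0.348, adjusted p = 0.652) in OVX-AS-IV-High vs. OVX, in edgeR's quasi-likelihood test. Both changes were past the thresholds in all 9 fits that left out 1 library.

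Wnt10a had 12, 14 and 50 counts in Sham, 2, 10 and 5 in OVX, and 18, 24 and 42 in OVX-AS-IV-High. Its log2FC was -2.21 (standard error 0.747, adjusted p = 0.209) and then 2.31 (standard error 0.746, adjusted p = 0.652); the former came to -1.26 without Sham replicate 3. The counts of Wnt1 were 24, 7 and 12 in Sham, 3, 3 and 2 in OVX, and 17, 3 and 20 in OVX-AS-IV-High. All OVX libraries lay at or below the floor of 3 counts. Over this floor, the mean count of Wnt1 was 4.78-fold in Sham and 3.17-fold without Sham replicate 1. It was 4.44-fold in OVX-AS-IV-High and 3.33-fold without OVX-AS-IV-High replicate 3. These folds allow for neither depth nor sampling error, and OVX-AS-IV-High replicate 2 had 3 counts, as in OVX replicates 1 and 2. In edgeR's quasi-likelihood test, the adjusted p of Wnt1 was 0.2 in OVX vs. Sham and 0.664 in OVX-AS-IV-High vs. OVX. Of the 9 fits that left out 1 library, Wnt10a was rescued in 7, Wnt1 and Igfbp2 in 6 each and Il22ra2 in 3. Wnt1 was not rescued without Sham replicate 1, OVX replicate 3 or OVX-AS-IV-High replicate 3, and not in a fit of only the groups compared. Il22ra2 changed by -1.09 (standard error 0.478) and 1.18 (standard error 0.478) on the log2 scale, and the OVX libraries overlapped those of either other group. These changes came to -0.65 without Sham replicate 1 and to 0.73 without OVX-AS-IV-High replicate 1. For Gfap, the log2FC in OVX vs. Sham of -2.06 (standard error 0.962) came to -0.25 without Sham replicate 3, whose 890 counts stood against 105 and 102 in the other Sham libraries. When adjusted over the 8 genes as a list alone, 5 genes had an adjusted p under 0.05 in OVX vs. Sham and 3 in OVX-AS-IV-High vs. OVX; the list was chosen on these libraries and is not independent evidence.

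**Figure D2:**
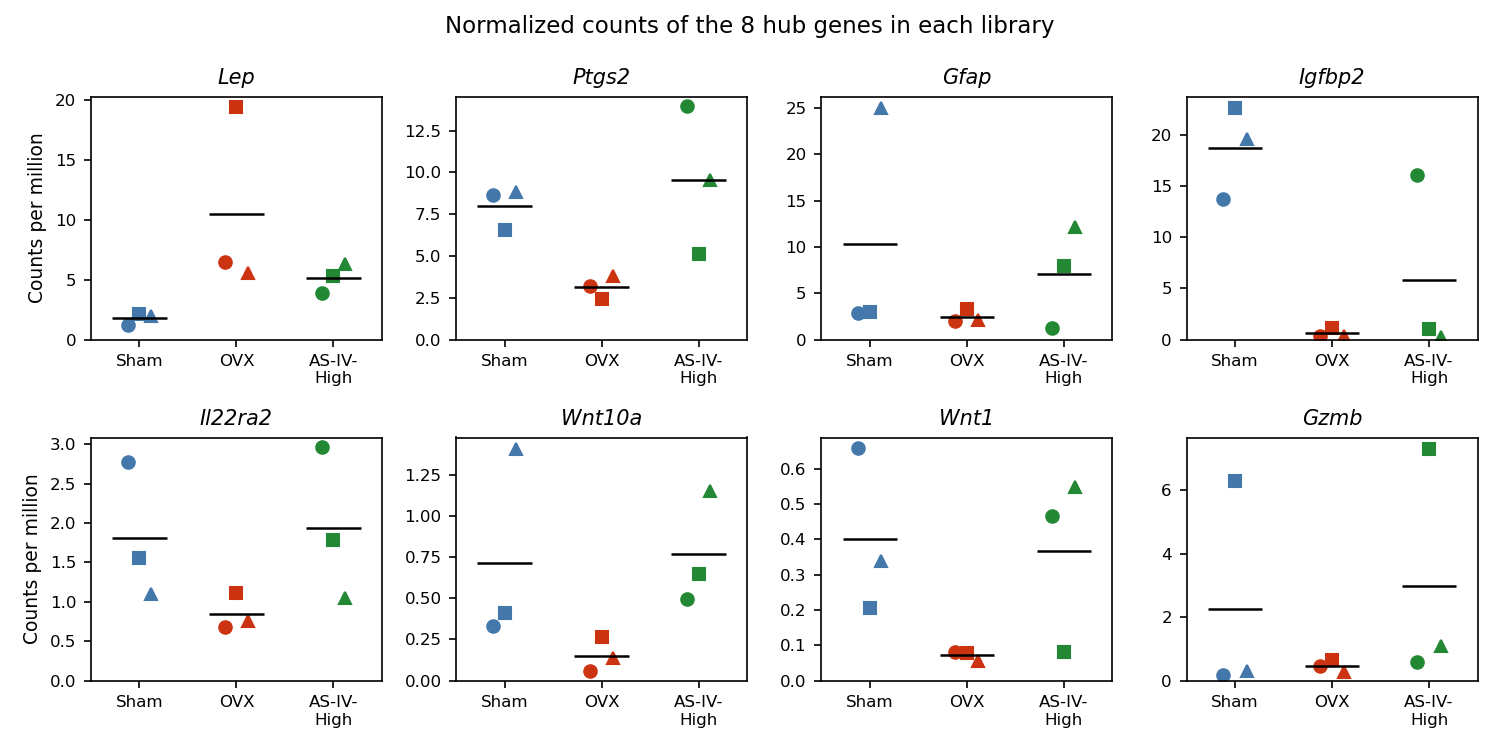
Normalized CPM of the 8 hub genes in the 9 libraries, with circles, squares and triangles for replicates 1, 2 and 3 and a line at each group's mean. The 3 OVX libraries lie below the 3 Sham libraries for Ptgs2, Igfbp2, Wnt10a and Wnt1, and above them for Lep.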

### 3.8 Weighted gene co-expression network analysis identifies clinically relevant gene modules

To decipher the coordinated gene expression changes underlying the OVX-induced condition and the therapeutic effect of AS-IV, we constructed a weighted gene co-expression network from the transcriptomes of the Sham, OVX, and OVX-AS-IV-High groups.

Initially, we assessed the network topology to determine an appropriate soft-thresholding power (*β*). 

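The soft threshold was recomputed from log2(FPKM + 1) of the 9 libraries, over the 15762 genes in the top 75% by median absolute deviation. The scale-free fit of the signed network was 0.790 at a power of 15 and 0.805 at a power of 16, the lowest power above 0.8 on these values. With log2 CPM in place of FPKM, the fit at 16 was 0.818 over 12655 genes, and the lowest power above 0.8 was 15. Over all expressed genes it was 0.864, which passes the threshold of 0.85 in the methods section, and the lowest power above 0.8 was 13.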

The analysis of scale independence confirmed that a power of β = 16 was the lowest value that achieved a scale-free topology fit index (*R*^2^) of approximately 0.8, ensuring a biologically meaningful, scale-free network (Figure 8A). The corresponding analysis of mean connectivity demonstrated that the chosen power maintained a sufficiently high mean connectivity for robust module detection (Figure 8B).

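At a power of 16, the 15762 genes had a mean connectivity of 235.5 and a median connectivity of 167.2. At a power of 12, these were 401.9 and 318.2.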

**Figure 8:**
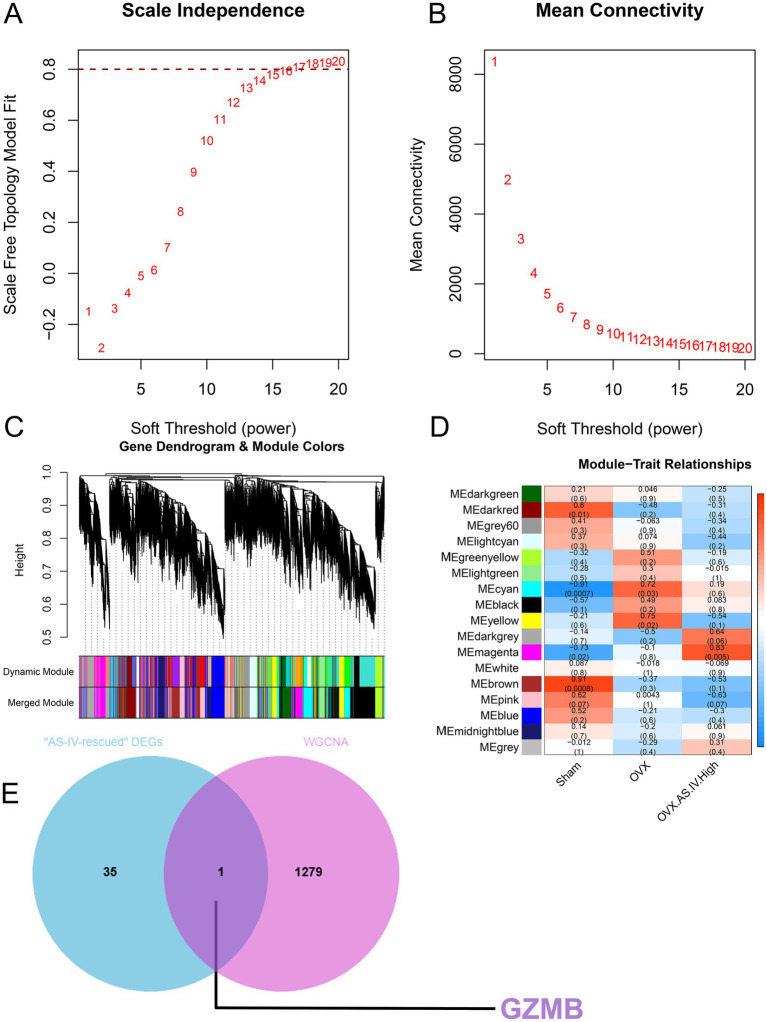
Weighted gene co-expression network analysis (WGCNA). **(A,B)** Optimization of the soft threshold for network construction; **(C)** Dendrogram illustrating the hierarchical clustering results of WGCNA; **(D)** Module–trait associations. The heatmap displays correlation coefficients between module eigengenes and experimental groups; **(E)** Identification of the hub gene GZMB through integration of rescued DEGs and WGCNA.

Using this soft-thresholding power, we constructed a gene co-expression network and identified co-expression modules via dynamic tree cutting. This procedure yielded distinct, color-coded modules from the gene dendrogram (Figure 8C), each representing a group of genes with highly synchronized expression profiles across the samples.

Crucially, the module-trait relationship analysis revealed several modules with significant associations with the experimental phenotypes (Figure 8D). 

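At a power of 16, hierarchical clustering of the signed topological overlap with a fixed height, a smallest module of 30 genes and merging of modules whose eigengenes correlated above 0.75 gave 35 modules. A further 2898 of the 15762 genes lay outside any module. Dynamic tree cutting was not used here, so these modules do not correspond one to one to the colors in Figure 8. Membership of a group was correlated with each eigengene, and a p was taken from all 84 choices of 3 of the 9 libraries, which cannot give a p below 0.0119. Of the 108 pairs of a module or the genes outside modules with a group, 13 had an exact permutation p under 0.05, and 0 had an adjusted p under 0.05 (smallest adjusted p = 0.257). The largest absolute correlation was 0.894, for a negative correlation between a module of 305 genes and the Sham group. At a power of 12, the largest was 0.835 among 33 modules, and with log2 CPM it was 0.950 among 39 modules.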

The midnightblue module exhibited a strong positive correlation with the OVX group (correlation = 0.91, *p* = 0.0008), suggesting that its expression profile is highly specific to the disease state. Conversely, the gray module showed a pronounced negative correlation with OVX (correlation = −0.91, *p* = 0.0007), indicating its potential role as a protective signature that is suppressed in the model. Furthermore, the yellow module demonstrated a significant positive correlation with the AS-IV treatment group (correlation = 0.75, *p* = 0.02), highlighting its potential involvement in the therapeutic mechanism of AS-IV. 

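Among the 35 modules, the correlation with the OVX group was highest for a module of 36 genes (r = 0.772, exact permutation test over the choices of 3 libraries, p = 0.0357, adjusted p = 0.321). The module of 305 genes had the largest absolute correlation with Sham, and that correlation was negative. Its r with OVX was 0.747 (exact permutation p = 0.0238, adjusted p = 0.321). Leaving aside the genes outside any module, no module had a correlation with OVX below -0.512.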

The magenta module was also notably correlated with the AS-IV treatment (correlation = 0.83, *p* = 0.005). 

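With the OVX-AS-IV-High group, a module of 861 genes had the highest correlation (r = 0.806, exact permutation p = 0.0119, adjusted p = 0.257), followed by a module of 547 genes (r = 0.722, exact permutation p = 0.0357, adjusted p = 0.321). A module of 246 genes had the lowest correlation (r = -0.849, exact permutation p = 0.0119, adjusted p = 0.257). At a power of 12, the module with the highest correlation held 1303 genes (r = 0.835), and with log2 CPM it held 1110 genes (r = 0.840). The second highest correlation was 0.501 and 0.624, respectively.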

WGCNA revealed a distinct module (magenta) of 1,280 genes whose expression pattern was highly and significantly correlated with the AS-IV intervention (*r* = 0.83, *p* = 0.005). This strong positive correlation indicates that the expression levels of these 1,280 genes increased in a coordinated manner specifically in response to AS-IV treatment. Consequently, this gene network represents a transcriptomic signature of the drug’s effect and was extracted for further investigation into the underlying molecular processes.

Considering their robust and statistically significant associations with the key experimental conditions, the midnightblue, gray, yellow, and magenta modules were deemed the most clinically relevant. These key modules were therefore prioritized for subsequent functional enrichment analysis to elucidate the biological processes and pathways they represent in the context of OVX and AS-IV treatment. A Venn diagram illustrates the intersection between the 36 AS-IV-rescued DEGs and the gene members of the key module (midnightblue module) identified by WGCNA, which was strongly and positively correlated with the OVX phenotype. The overlap identifies Gzmb (Granzyme B) as a key candidate hub gene, linking the transcriptomic reversal by AS-IV to the disease-associated co-expression network (Figure 8E).

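Gzmb had 6, 215 and 11 counts in the Sham libraries, 17, 25 and 10 in OVX, and 21, 270 and 40 in OVX-AS-IV-High. Its log2FC was -2.27 (standard error 1.37, adjusted p = 0.412) in OVX vs. Sham and 2.68 (standard error 1.38, adjusted p = 0.835) in OVX-AS-IV-High vs. OVX, in edgeR's quasi-likelihood test. Neither was past the paper's thresholds. Without Sham replicate 2, the log2FC in OVX vs. Sham changed sign to 0.97, and without OVX-AS-IV-High replicate 2, that in OVX-AS-IV-High vs. OVX came to 0.85. In the network, Gzmb lay outside the 35 modules. Of the 43 rescued DEGs, 37 entered the network, where 30 fell into 8 modules and 7 lay outside any module.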

### 3.9 Functional enrichment analysis reveals key biological processes and pathways of the rescued targets

To elucidate the biological functions of the core targets rescued by AS-IV, we performed systematic Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses on two distinct gene sets: the full set of 36 rescued DEGs and the refined list of 8 hub genes (7 from the PPI network and 1 from WGCNA).

Functional analysis of the 36 core rescued targets demonstrated their significant involvement in specific biological processes. 

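The GO and KEGG annotation in the deposited tables was tested with a one-sided Fisher's exact test against the annotated genes that passed the filter on low counts, with adjustment over the terms that held at least 2 rescued genes. Of the 43 rescued DEGs, 29 had a GO term, among 14469 annotated genes. From 39 GO terms, 5 had an adjusted p under 0.05, led by apical plasma membrane with 5 genes (0.66 expected, adjusted p = 0.0172). Fat cell differentiation held 1 rescued gene, Wnt1, of 95 genes tested, and its regulation held 0 of 19; among the genes of Figure 7C, these terms held 1 each, Wnt1 and Lep. Regulation of insulin-like growth factor receptor signaling held 1 of 7, Igfbp2. Terms with 1 rescued gene were not tested.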

The GO analysis indicated a strong association with terms such as the regulation of fat cell differentiation and pathways related to insulin-like growth factor receptor signaling (Figure 9A). Concurrently, KEGG pathway enrichment highlighted that these 36 targets are significantly enriched in several critical signaling cascades and disease-related pathways. 

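Of the 43 rescued DEGs, 11 had a KEGG pathway, among 6746 annotated genes. All 19 pathways with at least 2 of these genes had an adjusted p under 0.05 in the one-sided Fisher's exact test, on 2 to 4 genes each. The VEGF signaling pathway held Ptgs2 and Sh2d2a (0.09 expected, adjusted p = 0.0225), and basal cell carcinoma held Wnt1 and Wnt10a (0.09 expected, adjusted p = 0.0225). The JAK–STAT signaling pathway held 1 rescued gene, Il22ra2, of 120 genes tested. Among the 32 genes of Figure 7C it held Gfap, Il22ra2 and Lep (0.23 expected, adjusted p = 0.0247). Over GO and KEGG together, 24 terms had an adjusted p under 0.05, and 43 with the genes of Figure 7C in place of the rescued DEGs. Among 1000 random lists of the same size and expression, the median was 5 terms, and 34 lists (3.4%) reached 24 or more. Adjustment over every term with at least 2 genes tested, a choice made after the data were seen, left 0 terms, with 12 GO and 19 KEGG terms at an unadjusted p under 0.05 among those holding at least 2 rescued genes. It also left 0 for the genes of Figure 7C, with 27 and 20 at an unadjusted p under 0.05.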

The most prominent among these were the JAK–STAT signaling pathway and the VEGF signaling pathway, alongside multiple cancer pathways such as Basal cell carcinoma, Small cell lung cancer, and Breast cancer (Figure 9B).

**Figure 9:**
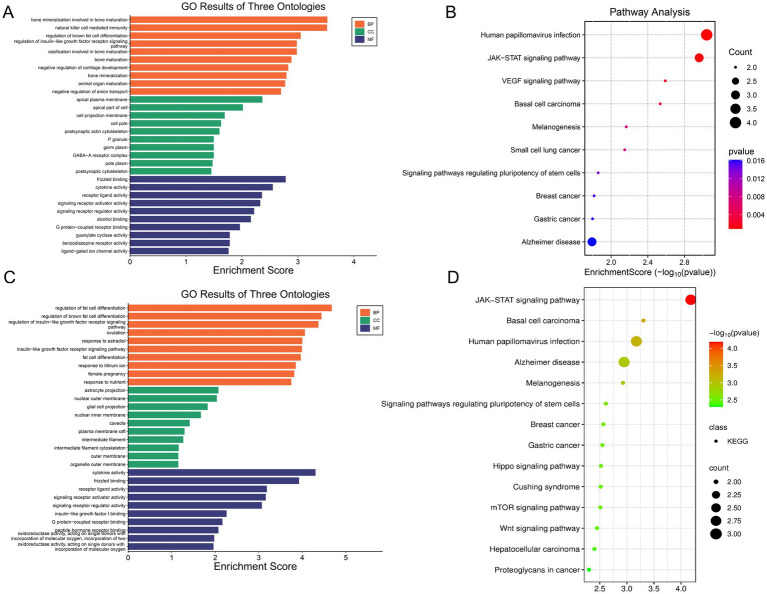
Functional enrichment analysis of the core targets rescued by Astragaloside IV (AS-IV). **(A)** Bar plot of significantly enriched Gene Ontology (GO) terms of the 36 core rescued targets, categorized by molecular function and biological process. The terms are associated with receptor signaling and neuronal development; **(B)** Bubble plot of significantly enriched KEGG pathways of the 36 core rescued targets. The size of the bubble represents the number of genes in the pathway (Count), and the color intensity corresponds to the statistical significance (−log10(*p*-value)). Key pathways such as the JAK–STAT and VEGF signaling pathways are highlighted; **(C)** GO enrichment analysis of the 8 hub genes (7 from the PPI network and 1 from WGCNA). The bar plot shows the top enriched functional terms associated with these key targets; **(D)** KEGG pathway enrichment analysis of the 8 hub genes. The bubble plot highlights the most significant pathways, including the Wnt signaling pathway, which is prominently enriched.

We subsequently focused on the 8 hub genes to pinpoint the most central mechanisms. Strikingly, the GO and KEGG analysis of this small yet critical gene set confirmed their convergence on several high-impact pathways (Figures 9C,D). The JAK–STAT pathway remained the top enrichment signal, underscoring its central importance in this context. In addition, Wnt signaling was explicitly identified, providing direct mechanistic support for the observed anabolic actions of AS-IV on bone formation.

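For the 8 hub genes, of which 7 had a KEGG pathway, the JAK–STAT signaling pathway had the smallest p, with Gfap, Il22ra2 and Lep (0.12 expected, one-sided Fisher's exact test, adjusted p = 0.00292). This adjustment is over the 16 pathways with at least 2 hub genes, all of which had an adjusted p under 0.05. Over all 348 pathways with at least 2 genes tested, a choice made after the data were seen, JAK–STAT signaling had an adjusted p of 0.0635 and 0 pathways passed, against 16 at an unadjusted p under 0.05 among those with at least 2 hub genes. The hub genes were chosen on these libraries, so neither value is independent evidence. Of these 3 genes, Il22ra2 was rescued by the paper's thresholds. Among the 120 genes of the pathway that were tested, 4 were DEGs in OVX vs. Sham and 1 in OVX-AS-IV-High vs. OVX. A list of 12 JAK–STAT feedback and target genes, written before the data were examined, changed by a mean of -0.18 on the log2 scale in OVX vs. Sham (camera, adjusted p = 0.169) and by -0.01 in OVX-AS-IV-High vs. OVX (adjusted p = 0.902), with limma. The list mean was lower in all 3 OVX libraries than in every Sham library (exact permutation test, p = 0.1, the smallest possible). The mean in OVX-AS-IV-High vs. OVX changed sign to 0.04 without OVX replicate 3.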

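The Wnt signaling pathway held Wnt1 and Wnt10a among the hub genes (0.16 expected, one-sided Fisher's exact test, adjusted p = 0.0114 over the 16 pathways with at least 2 hub genes, and adjusted p = 0.249 over all 348, the latter a choice made after the data were seen). Of its 154 genes tested, 4 were DEGs in OVX vs. Sham and 2 in OVX-AS-IV-High vs. OVX, and the median log2FC were -0.03 and 0.01. A list of 13 canonical Wnt target and feedback genes, which leaves out Wnt1 and Wnt10a and of which 12 were tested, changed by a mean of 0.12 on the log2 scale in OVX vs. Sham (limma's camera, adjusted p = 0.680) and by -0.13 in OVX-AS-IV-High vs. OVX (adjusted p = 0.204). The former came to 0.023 without Sham replicate 2 and 0.24 without OVX replicate 1, and the latter to 0.019 without OVX-AS-IV-High replicate 1 and -0.25 without OVX replicate 1.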

Taken together, the enrichment results indicate that AS-IV acts therapeutically by tuning an integrated network of targets embedded across the JAK–STAT, VEGF, and Wnt signaling axes—pathways that occupy central positions in osteoimmunology and govern the balance of bone remodeling.

### 3.10 Molecular docking validates stable binding between AS-IV and core targets

To substantiate the bioinformatics predictions, we investigated the direct interactions between the therapeutic compound AS-IV and the eight core targets (7 from the PPI network and 1 from WGCNA) using molecular docking. The results demonstrated that AS-IV could spontaneously bind to all eight targets with favorable binding free energies below −7.7 kcal/mol, indicating stable interactions (Table 1 and Figure 10).

**Table 1:** Molecular docking analysis result.

Protein	PDB ID	Molecule	CAS	Free Energy (kcal/mol)
Il22ra2	3G9V	Astragaloside IV	84,687-43-4	−10.2
Ptgs2	5F19	Astragaloside IV	84,687-43-4	−9.5
Wnt1	AF-P04628-F1	Astragaloside IV	84,687-43-4	−9.3
Igfbp2	AF-Q5JXC2-F1	Astragaloside IV	84,687-43-4	−8.4
GZMB	1FQ3	Astragaloside IV	84,687-43-4	−8.2
Lep	1AX8	Astragaloside IV	84,687-43-4	−7.8
Gfap	6A9P	Astragaloside IV	84,687-43-4	−7.8
Wnt10a	AF-Q9GZT5-F1	Astragaloside IV	84,687-43-4	−7.7

**Figure 10:**
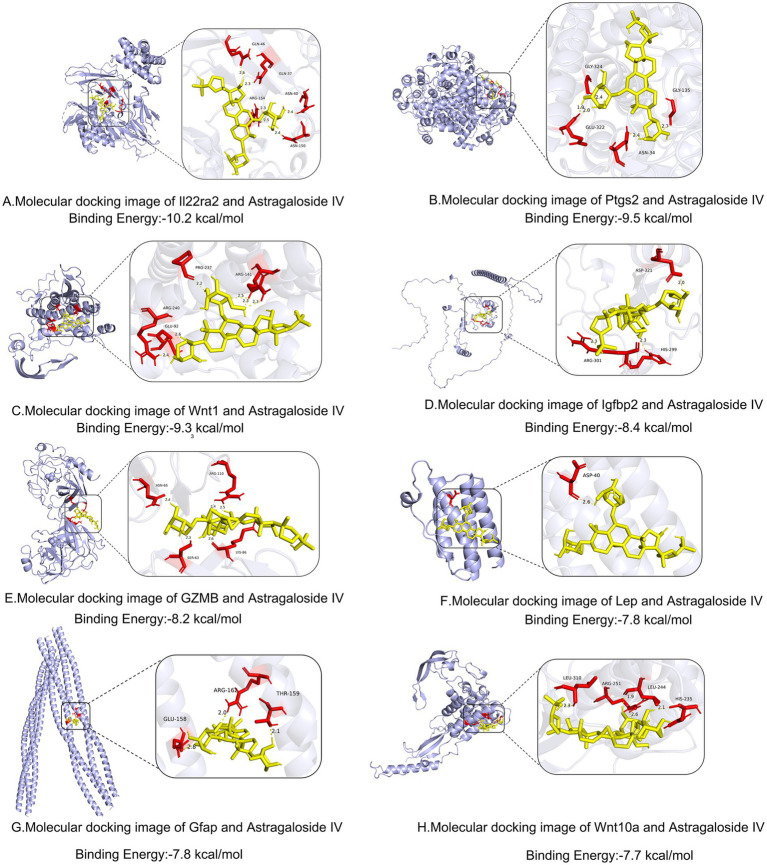
Molecular docking models of Astragaloside IV (AS-IV) binding to the core targets. Representative binding poses of AS-IV (shown in stick representation) within the predicted binding pockets of the key target proteins. The calculated binding free energy (kcal/mol) for each complex is indicated. **(A)** Il22ra2 (−10.2 kcal/mol), **(B)** Ptgs2 (−9.5 kcal/mol), **(C)** Wnt1 (−9.3 kcal/mol), **(D)** Igfbp2 (−8.4 kcal/mol), **(E)** GZMB (−8.2 kcal/mol), **(F)** Lep (−7.8 kcal/mol), **(G)** Gfap (−7.8 kcal/mol), **(H)** Wnt10a (−7.7 kcal/mol). These results demonstrate stable binding interactions between the therapeutic compound AS-IV and all eight core targets identified from the PPI network and WGCNA, with Il22ra2 and Ptgs2 showing the strongest binding affinity.

Notably, Il22ra2 exhibited the strongest binding affinity with AS-IV, yielding a free energy of −10.2 kcal/mol. Ptgs2 and Wnt1 also showed exceptionally high binding stability, with energies of −9.5 kcal/mol and −9.3 kcal/mol, respectively. The binding energies for the remaining targets, including Igfbp2 (−8.4 kcal/mol), GZMB (−8.2 kcal/mol), Lep (−7.8 kcal/mol), Gfap (−7.8 kcal/mol), and Wnt10a (−7.7 kcal/mol), were all significantly negative, confirming robust binding capabilities.

These *in silico* findings provide strong computational evidence that AS-IV can directly interact with the key network targets, particularly Il22ra2 and Ptgs2, thereby offering a structural basis for its observed pharmacological effects.

### 3.11 Immunofluorescence validation

To determine whether transcriptome-enriched pathways were reflected at the protein level, multiplex immunofluorescence was performed in the femoral trabecular region, and mean fluorescence intensity (MFI) was quantified for Lep, Ptgs2, Gfap, Igfbp2, Wnt1, *β*-catenin, and NF-κB p65 (Figures 11A–G).

**Figure 11:**
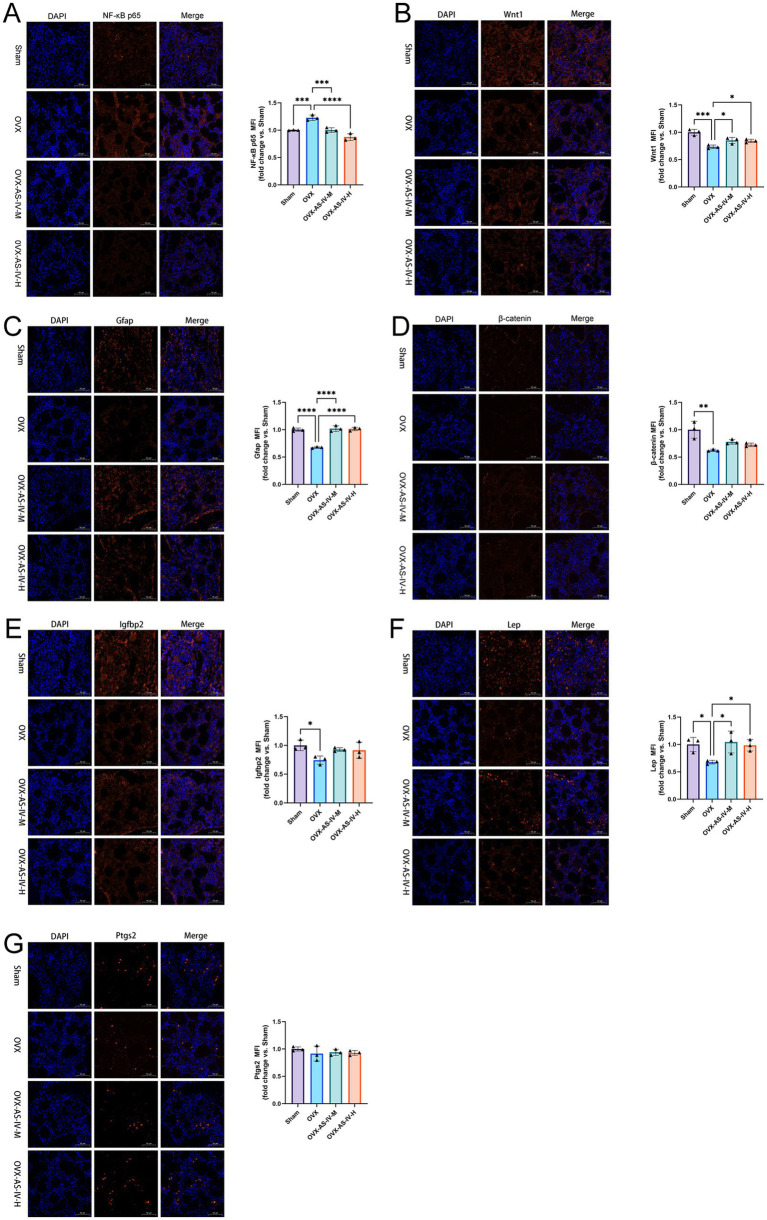
Multiplex immunofluorescence imaging and semi-quantification of target proteins in femoral trabecular bone. Representative multiplex immunofluorescence images showing DAPI (nuclei), target protein staining, and merged overlays in the femoral trabecular region from Sham, OVX, and OVX-AS-IV-M treated rats. Panels show staining for **(A)** NF-κB p65, **(B)** Wnt1, **(C)** Gfap, **(D)** β-catenin, **(E)** Igfbp2, **(F)** Lep, and **(G)** Ptgs2. Scale bar, 50 μm. The corresponding semi-quantification of mean fluorescence intensity (MFI) for each marker is presented to the right of each image panel, normalized to the Sham group (set to 1). Data are presented as mean ± SD with individual data points overlaid. Statistical comparisons were performed using one-way ANOVA followed by Dunnett’s multiple-comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001.

Compared with the Sham group, OVX rats exhibited significantly increased NF-κB p65 immunoreactivity (*p* < 0.001), indicating activation of inflammatory signaling in trabecular bone. In parallel, Wnt1 expression was significantly reduced in OVX animals (*p* < 0.001 vs. Sham), and β-catenin levels were also decreased (*p* < 0.05). Gfap expression was markedly lower in OVX rats compared with Sham controls (*p* < 0.0001). Similarly, Lep and Igfbp2 fluorescence intensities were reduced in OVX bone relative to Sham (both *p* < 0.05). In contrast, Ptgs2 protein abundance did not differ significantly among groups.

Following AS-IV administration, NF-κB p65 expression was significantly reduced in both the mid-dose (*p* < 0.001) and high-dose groups (*p* < 0.0001) compared with OVX, indicating dose-associated attenuation of OVX-induced inflammatory activation. Gfap expression was significantly increased in both mid- and high-dose groups relative to OVX (both *p* < 0.0001). Wnt1 fluorescence intensity was also elevated in AS-IV–treated animals compared with OVX (mid-dose and high-dose, both *p* < 0.05), although the magnitude of restoration remained partial.

In contrast, β-catenin did not show significant differences between OVX and either AS-IV–treated group despite its reduction relative to Sham. Igfbp2 expression, although decreased in OVX compared with Sham, did not exhibit statistically significant recovery following AS-IV treatment (both *p* > 0.05 vs. OVX). Lep fluorescence intensity was significantly higher in both AS-IV–treated groups compared with OVX (both *p* < 0.05), indicating responsiveness at the protein level. Ptgs2 immunoreactivity remained unchanged across all groups.

Collectively, these findings demonstrate robust suppression of OVX-induced NF-κB activation by AS-IV and modulation of selected osteoimmune- and Wnt-related components, particularly Gfap and Wnt1. However, not all transcript-identified candidates exhibited concordant protein-level restoration, underscoring partial alignment between transcriptional enrichment and local protein expression within the trabecular microenvironment.

## 4 Discussion

This study utilized the ovariectomized (OVX) rat, an established model of postmenopausal osteoporosis (PMOP), to evaluate Astragaloside IV (AS-IV) across graded doses. Our results demonstrate that AS-IV confers coherent, multi-level benefits that are mechanistically aligned with the pathophysiology of PMOP. AS-IV treatment effectively attenuated the high bone turnover phenotype as indicated by reduced serum levels of the resorption marker CTX-I and a partial normalization of the formation marker OCN and parathyroid hormone (PTH). Histological analysis revealed improved trabecular thickness and connectivity. These structural improvements were directionally consistent with, though not statistically significant in, micro-CT analyses, which showed trends toward increased bone mineral density (BMD), bone volume fraction (BV/TV), and trabecular number (Tb.N), and decreased trabecular separation (Tb. Sp). Unbiased transcriptomics converged on osteoimmune and Wnt programs and highlighted eight hub genes. Molecular docking simulations substantiated these findings by predicting favorable binding affinities between AS-IV and several of these prioritized targets. Collectively, these findings propose that AS-IV addresses interacting axes of estrogen-deficiency–driven osteoimmune activation and impaired osteoblastogenesis that underpin PMOP (23, 24).

The correcting high bone turnover signatures is pathophysiologically relevant in PMOP: lowering CTX-I reflects suppression of osteoclast-mediated type I collagen degradation, partial normalization of OCN indicates restoration of balanced remodeling, and attenuation of PTH helps curb high-turnover bone loss and supports mineralization—consistent with consensus frameworks for turnover markers in PMOP (25–27). These biochemical markers are commonly used in the evaluation of osteoporosis and are reflective of systemic changes in bone remodeling, reinforcing the therapeutic potential of AS-IV in addressing PMOP.

The antioxidant effects of AS-IV are also consistent with the recognized role of oxidative stress in PMOP pathogenesis. The observed increase in superoxide dismutase (SOD) activity reflects restored redox homeostasis and supports osteoblast function, whereas lower malondialdehyde (MDA) indicates reduced lipid-peroxidation damage; in OVX rats, interventions that increase SOD and decrease MDA consistently attenuate bone loss (28–31). These findings confirm that AS-IV modulates oxidative stress as a critical mechanism for protecting against PMOP.

Endpoint changes on micro-CT were directionally consistent with histology but did not reach statistical significance (32). This lack of significance likely reflects several methodological factors inherent in small-animal studies. First, the sample size (*n* = 3/group) limits the ability to detect moderate effects unless the magnitude of change is large and variability is low. Second, tissue-level connectivity and surface remodeling can precede volumetric accrual detectable by micro-CT, so early histological gains may not yet translate into significant morphometric separation (33). Third, technical factors including VOI selection, voxel resolution, segmentation thresholds, and partial-volume effects can materially influence detectable effect sizes in trabecular bone analysis (32–35). Therefore, the non-significant micro-CT differences, alongside clear histological improvement, likely reflect kinetic and methodological ceilings rather than an absence of biological effect (32, 33). While these micro-CT findings remain exploratory, they do not diminish the study’s core contributions: the biochemical, oxidative stress, and transcriptomic data provide a strong foundation for understanding AS-IV’s mechanisms and designing future confirmatory studies with optimized parameters and larger cohorts.

Transcriptomics converged on osteoimmune and Wnt-related programs and, together with docking, prioritized eight hub genes: IL22RA2, PTGS2, WNT1, IGFBP2, GZMB, LEP, GFAP, WNT10A. IL22RA2 (IL-22 binding protein) neutralizes IL-22 with high affinity and can restrain IL-22–driven RANKL induction/osteoclastogenesis, aligning with reduced resorption (36). PTGS2 (COX-2) couples inflammatory tone to bone remodeling and fracture repair; context-appropriate modulation can curb excessive resorption while preserving physiologic healing (37). WNT1 is a dosage-sensitive anabolic determinant of bone mass in humans; engagement is compatible with improved trabecular connectivity (38). IGFBP-2 shapes IGF bioavailability and can modify formation dynamics, offering a conduit to improve the formation–resorption balance (39, 40). Immune cytotoxic programs that involve granzyme B (GZMB) promote osteoclastogenesis and bone destruction in arthritis models; dampening this arm would favor remodeling balance (41). Leptin signaling via a hypothalamic–sympathetic relay suppresses osteogenesis and alters remodeling; mitigating leptin-linked pathways could counter the high-turnover phenotype of PMOP (42, 43). GFAP marks non-myelinating Schwann cells that maintain marrow niches and contribute to neural regulation of remodeling, increasingly implicated in estrogen-deficient bone (44). Finally, WNT10A biases mesenchymal fate toward osteoblastogenesis and away from adipogenesis, providing a route to favor bone formation over marrow adiposity after estrogen loss (45).

Structural plausibility is supported by docking with a validated engine (AutoDock Vina), which yielded favorable binding energies for several hubs and complements the biological readouts (46). Prior experimental work with AS-IV—enhancing osteogenesis–angiogenesis coupling and restraining osteoclastogenesis—further supports this integrated interpretation in OVX/PMOP settings (47).

The lack of significant recovery in *β*-catenin suggests that AS-IV does not directly restore canonical Wnt/β-catenin signaling in this model. While β-catenin is a key marker of canonical Wnt signaling, our findings indicate that AS-IV likely modulates Wnt signaling through non-canonical pathways, particularly via Wnt1, which was significantly upregulated in treated animals. Wnt1, acting as an upstream ligand, may activate non-canonical Wnt signaling independent of β-catenin stabilization or nuclear translocation (48). As such, AS-IV appears to modulate key components of the Wnt pathway through non-canonical mechanisms. Additionally, the discrepancy between Lep transcript levels and protein expression suggests complex regulatory mechanisms, such as post-transcriptional control, affecting protein secretion and retention (49, 50). Although Lep mRNA was upregulated in OVX rats, protein expression did not align, possibly due to secretion dynamics or cell-type specific retention. 

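In the bone libraries, Lep had 45, 73 and 69 counts in Sham, 238, 734 and 203 in OVX, and 140, 195 and 228 in OVX-AS-IV-High. Its log2FC in OVX vs. Sham was 2.56 (standard error 0.493, adjusted p = 0.129 from edgeR's quasi-likelihood test), and every OVX library lay above every Sham library. In OVX-AS-IV-High vs. OVX it was -1.03 (standard error 0.464, adjusted p = 0.779), and came to -0.23 without OVX replicate 2. A list of 12 adipocyte genes that leaves out Lep rose by a mean of 0.65 on the log2 scale in OVX vs. Sham. The list's mean changed by 0.17 in OVX-AS-IV-High vs. OVX, opposite in direction to Lep (limma's camera, adjusted p = 0.259), and by 0.06 without OVX replicate 1 and 0.34 without OVX-AS-IV-High replicate 1.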

Future studies integrating circulating leptin and cell-specific analyses are needed to clarify this relationship. Furthermore, while Igfbp2 exhibited changes at the transcriptomic level, no corresponding protein modulation was observed in the femoral trabecular region, suggesting that Igfbp2 may not be a primary target of AS-IV in this model or that its role in bone remodeling involves more complex regulatory mechanisms not captured by the immunofluorescence assay (39). These nuanced findings do not diminish the validity of our transcriptomic data but rather underscore the multi-layered regulation of bone-active pathways and highlight the necessity of future functional studies—including genetic perturbation, circulating biomarker measurements, and cell-type-specific analyses—to establish causal relationships.

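The counts of Igfbp2 were 584, 38 and 10 in OVX-AS-IV-High replicates 1, 2 and 3, against 13, 43 and 12 in OVX and 501, 771 and 696 in Sham. The log2FC of 3.25 in OVX-AS-IV-High vs. OVX (standard error 1.24, adjusted p = 0.720 from edgeR's quasi-likelihood test) came to 0.105 without OVX-AS-IV-High replicate 1.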

Collectively, our findings suggest that AS-IV mitigates OVX-induced bone loss by converging on osteoimmune restraint (IL-22/IL22RA2, GZMB, PTGS2), anabolic Wnt drive (WNT1/WNT10A), endocrine–metabolic tuning (IGFBP-2/IGF axis), and neural–marrow support (GFAP). The cross-talk among these axes is central to PMOP pathophysiology, and the alignment of docking-nominated hubs with coherent marker, histology, and imaging responses positions AS-IV as a mechanistically grounded candidate for PMOP management. Conceptually, this work advances a multi-target perspective on AS-IV in bone remodeling by integrating imaging, biochemical, and network-level transcriptomic signals, thereby generating testable hypotheses for target engagement and pathway modulation beyond single-pathway explanations.

As an exploratory investigation, this study has several limitations. The modest sample size (n = 3/group for micro-CT) limited statistical power for structural endpoints, and the absence of functional perturbation experiments means our findings remain correlative and hypothesis-generating rather than confirmatory of causal mechanisms. To advance from integrative signals to causal inference and translational readiness, future work should strengthen study design and mechanistic resolution through three priority areas: (i) functional validation using genetic or pharmacological manipulation of prioritized pathways; (ii) enhanced study design with prospectively powered cohorts, extended treatment duration, time-course sampling, and rigorous randomization/blinding; and (iii) higher-resolution technologies such as single-cell or spatial transcriptomics to deconvolve cell-type-specific responses within the bone marrow niche. For generalizability and translation, replication in glucocorticoid-induced and aging-related osteoporosis models is recommended, pairing micro-CT with finite-element analysis to estimate bone strength and exploring combination regimens with standard-of-care therapies. Collectively, these efforts will convert associative multi-omics evidence into mechanism-anchored, clinically meaningful advances.

In conclusion, by integrating multi-level data, this study establishes AS-IV as a mechanistically grounded candidate for PMOP management. It provides a rich, testable framework linking osteoimmune modulation, Wnt-related signaling, and redox balance to skeletal protection, thereby laying a strong foundation for subsequent causal and translational research.

## 5 Conclusion

In conclusion, this multi-level preclinical investigation demonstrates that Astragaloside IV (AS-IV) exerts coordinated skeletal protection in the OVX-induced osteoporosis model through a multi-target mechanism converging on osteoimmune modulation and redox balance. AS-IV attenuated the high-turnover phenotype by favorably regulating bone turnover markers (CTX-I, OCN, PTH) and systemic oxidative stress (SOD, MDA), which translated into qualitative improvements in trabecular architecture observed histologically. Although micro-CT analysis did not reach statistical significance—likely reflecting methodological constraints of this exploratory study—the directional consistency across biochemical, histological, and imaging modalities supports a genuine biological effect warranting further investigation with optimized study designs.

Integrating transcriptomic profiling with molecular docking nominated osteoimmune (e.g., Il22ra2, Ptgs2) and Wnt-related (e.g., Wnt1) hubs as candidate mediators of AS-IV’s effects. Tissue-level validation further revealed partial normalization of OVX-induced NF-κB p65 activation and Wnt1 suppression, while the absence of significant changes in *β*-catenin and Ptgs2 protein highlights the pathway-specific and potentially non-canonical nature of AS-IV’s mechanism. These nuanced findings do not diminish the validity of our multi-omic data but rather underscore the complex, multi-layered regulation of bone-active pathways.

Collectively, the convergence of evidence across serum biomarkers, bone architecture, transcriptomics, and protein validation establishes AS-IV as a mechanistically grounded, nutraceutical-inspired candidate for postmenopausal osteoporosis management. By generating a robust, testable framework linking inflammatory restraint, redox homeostasis, and osteogenic cues to skeletal protection, this study provides a strong foundation for future causal validation studies with larger cohorts, extended treatment windows, and functional perturbation assays.

## Data Availability

The RNA sequencing data generated in this study have been deposited in the NCBI GEO database under accession number GSE326719. The data are publicly available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE326719.

## References

[1] MøllerAMJ DelaisséJ-M OlesenJB MadsenJS CantoLM BechmannT . Aging and menopause reprogram osteoclast precursors for aggressive bone resorption. Bone Res. (2020) 8:27. doi: 10.1038/s41413-020-0102-7, 32637185 PMC7329827

[2] EastellR O’NeillTW HofbauerLC LangdahlB ReidIR GoldDT . Postmenopausal osteoporosis. Nat Rev Dis Primers. (2016) 2:16069. doi: 10.1038/nrdp.2016.69, 27681935

[3] YongE-L LoganS. Menopausal osteoporosis: screening, prevention and treatment. Singapore Med J. (2021) 62:159–66. doi: 10.11622/smedj.2021036, 33948669 PMC8801823

[4] YaoY CaiX ChenY ZhangM ZhengC. Estrogen deficiency-mediated osteoimmunity in postmenopausal osteoporosis. Med Res Rev. (2025) 45:561–75. doi: 10.1002/med.22081, 39234932

[5] BonucciE BallantiP. Osteoporosis-bone remodeling and animal models. Toxicol Pathol. (2014) 42:957–69. doi: 10.1177/0192623313512428, 24285673

[6] GossetA PouillèsJ-M TrémollieresF. Menopausal hormone therapy for the management of osteoporosis. Best Pract Res Clin Endocrinol Metab. (2021) 35:101551. doi: 10.1016/j.beem.2021.101551, 34119418

[7] BlumingAZ. Hormone replacement therapy after breast cancer: it is time. Cancer J. (2022) 28:183–190. doi: 10.1097/PPO.000000000000059535594465

[8] SjögrenLL MørchLS LøkkegaardE. Hormone replacement therapy and the risk of endometrial cancer: a systematic review. Maturitas. (2016) 91:25–35. doi: 10.1016/j.maturitas.2016.05.013, 27451318

[9] RossouwJE AndersonGL PrenticeRL LaCroixAZ KooperbergC StefanickML . Risks and benefits of estrogen plus progestin in healthy postmenopausal women: principal results from the women’s health initiative randomized controlled trial. JAMA. (2002) 288:321–33. doi: 10.1001/jama.288.3.321, 12117397

[10] NelsonHD HumphreyLL NygrenP TeutschSM AllanJD. Postmenopausal hormone replacement therapy: scientific review. JAMA. (2002) 288:872–81. doi: 10.1001/jama.288.7.872, 12186605

[11] BrechGC de PaulaTS FedeleTA DiasAS Soares-JúniorJM Bordalo-RodriguesM . Response to fatigue observed through magnetic resonance imaging on the quadriceps muscle in postmenopausal women. Clinics (Sao Paulo). (2020) 75:e1768. doi: 10.6061/clinics/2020/e1768, 32609225 PMC7314579

[12] ShimK-S HwangY-H JangS-A KimT HaH. Water extract of *Lysimachia christinae* inhibits trabecular bone loss and fat accumulation in ovariectomized mice. Nutrients. (2020) 12:1927. doi: 10.3390/nu12071927, 32610585 PMC7399897

[13] ZhangJ WuC GaoL DuG QinX. Astragaloside IV derived from *Astragalus membranaceus*: a research review on the pharmacological effects. Adv Pharmacol. (2020) 87:89–112. doi: 10.1016/bs.apha.2019.08.002, 32089240

[14] AuyeungKK HanQ-B KoJK. *Astragalus membranaceus*: a review of its protection against inflammation and gastrointestinal cancers. Am J Chin Med. (2016) 44:1–22. doi: 10.1142/S0192415X16500014, 26916911

[15] FuJ WangZ HuangL ZhengS WangD ChenS . Review of the botanical characteristics, phytochemistry, and pharmacology of *Astragalus membranaceus* (Huangqi). Phytother Res. (2014) 28:1275–83. doi: 10.1002/ptr.5188, 25087616

[16] LiuP ZhaoH LuoY. Anti-aging implications of *Astragalus membranaceus* (Huangqi): a well-known Chinese tonic. Aging Dis. (2017) 8:868–86. doi: 10.14336/AD.2017.0816, 29344421 PMC5758356

[17] WangS PengY ZhuangY WangN JinJ ZhanZ. Purification, structural analysis and cardio-protective activity of polysaccharides from Radix astragali. Molecules. (2023) 28:4167. doi: 10.3390/molecules28104167, 37241906 PMC10222213

[18] WangF QianH KongL WangW WangX XuZ . Accelerated bone regeneration by Astragaloside IV through stimulating the coupling of osteogenesis and angiogenesis. Int J Biol Sci. (2021) 17:1821–36. doi: 10.7150/ijbs.57681, 33994865 PMC8120474

[19] WangW-L SheuS-Y ChenY-S KaoS-T FuY-T KuoT-F . Evaluating the bone tissue regeneration capability of the Chinese herbal decoction Danggui Buxue tang from a molecular biology perspective. Biomed Res Int. (2014) 2014:853234. doi: 10.1155/2014/853234, 25295277 PMC4176646

[20] WangH HuangZ ChenG LiY LiuY GuH . Astragaloside IV alleviated bone loss in mice with ovariectomy-induced osteoporosis via modulating gut microbiota and fecal metabolism. Front Pharmacol. (2025) 16:1548491. doi: 10.3389/fphar.2025.1548491, 40248089 PMC12003300

[21] ZhangX LiM WangH. Astragaloside IV alleviates the myocardial damage induced by lipopolysaccharide via the toll-like receptor 4 (TLR4)/nuclear factor kappa B (NF-κB)/proliferator-activated receptor α (PPARα) Signaling pathway. Med Sci Monit. (2019) 25:7158–68. doi: 10.12659/MSM.916030, 31545785 PMC6775796

[22] LuoC YeY LvA ZuoW YangY JiangC . The impact of Astragaloside IV on the inflammatory response and gut microbiota in cases of acute lung injury is examined through the utilization of the PI3K/AKT/mTOR pathway. PLoS One. (2024) 19:e0305058. doi: 10.1371/journal.pone.0305058, 38954702 PMC11218977

[23] WeitzmannMN PacificiR. Estrogen deficiency and bone loss: an inflammatory tale. J Clin Invest. (2006) 116:1186–94. doi: 10.1172/JCI28550, 16670759 PMC1451218

[24] TakayanagiH. Osteoimmunology: shared mechanisms and crosstalk between the immune and bone systems. Nat Rev Immunol. (2007) 7:292–304. doi: 10.1038/nri2062, 17380158

[25] EastellR SzulcP. Use of bone turnover markers in postmenopausal osteoporosis. Lancet Diabetes Endocrinol. (2017) 5:908–23. doi: 10.1016/S2213-8587(17)30184-5, 28689768

[26] VasikaranS EastellR BruyèreO FoldesAJ GarneroP GriesmacherA . Markers of bone turnover for the prediction of fracture risk and monitoring of osteoporosis treatment: a need for international reference standards. Osteoporos Int. (2011) 22:391–420. doi: 10.1007/s00198-010-1501-1, 21184054

[27] LipsP. Vitamin D deficiency and secondary hyperparathyroidism in the elderly: consequences for bone loss and fractures and therapeutic implications. Endocr Rev. (2001) 22:477–501. doi: 10.1210/edrv.22.4.0437, 11493580

[28] IantomasiT RomagnoliC PalminiG DonatiS FalsettiI MigliettaF . Oxidative stress and inflammation in osteoporosis: molecular mechanisms involved and the relationship with microRNAs. Int J Mol Sci. (2023) 24:3772. doi: 10.3390/ijms24043772, 36835184 PMC9963528

[29] MarcucciG DomazetovicV NedianiC RuzzoliniJ FavreC BrandiML. Oxidative stress and natural antioxidants in osteoporosis: novel preventive and therapeutic approaches. Antioxidants (Basel). (2023) 12:373. doi: 10.3390/antiox12020373, 36829932 PMC9952369

[30] GuoJ-D LiL ShiY-M WangH-D HouS-X. Hydrogen water consumption prevents osteopenia in ovariectomized rats. Br J Pharmacol. (2013) 168:1412–20. doi: 10.1111/bph.12036, 23121335 PMC3596646

[31] DongX-L LiC-M CaoS-S ZhouL-P WongM-S. A high-saturated-fat, high-sucrose diet aggravates bone loss in ovariectomized female rats. J Nutr. (2016) 146:1172–9. doi: 10.3945/jn.115.225474, 27099231

[32] BouxseinML BoydSK ChristiansenBA GuldbergRE JepsenKJ MüllerR. Guidelines for assessment of bone microstructure in rodents using micro-computed tomography. J Bone Miner Res. (2010) 25:1468–86. doi: 10.1002/jbmr.141, 20533309

[33] CampbellGM SophocleousA. Quantitative analysis of bone and soft tissue by micro-computed tomography: applications to ex vivo and in vivo studies. Bonekey Rep. (2014) 3:564. doi: 10.1038/bonekey.2014.59, 25184037 PMC4140449

[34] OdgaardA. Three-dimensional methods for quantification of cancellous bone architecture. Bone. (1997) 20:315–28. doi: 10.1016/s8756-3282(97)00007-0, 9108351

[35] HildebrandTOR RüegseggerP. Quantification of bone microarchitecture with the structure model index. Comput Methods Biomech Biomed Engin. (1997) 1:15–23. doi: 10.1080/01495739708936692, 11264794

[36] ZenewiczLA. IL-22 binding protein (IL-22BP) in the regulation of IL-22 biology. Front Immunol. (2021) 12:766586. doi: 10.3389/fimmu.2021.766586, 34868019 PMC8634938

[37] SimonAM ManigrassoMB O’ConnorJP. Cyclo-oxygenase 2 function is essential for bone fracture healing. J Bone Miner Res. (2002) 17:963–76. doi: 10.1359/jbmr.2002.17.6.963, 12054171

[38] LaineCM JoengKS CampeauPM KivirantaR TarkkonenK GroverM . WNT1 mutations in early-onset osteoporosis and osteogenesis imperfecta. N Engl J Med. (2013) 368:1809–16. doi: 10.1056/NEJMoa1215458, 23656646 PMC3709450

[39] Conover. Insulin-like growth factor-binding proteins and bone metabolism. Am J Physiol Endocrinol Metab (2008) 294, E10–E14. doi:doi: 10.1152/ajpendo.00648.200718003717

[40] XiG WaiC RosenCJ ClemmonsDR. A peptide containing the receptor binding site of insulin-like growth factor binding protein-2 enhances bone mass in ovariectomized rats. Bone Res. (2018) 6:23. doi: 10.1038/s41413-018-0024-9, 30109160 PMC6089876

[41] SöderströmK SteinE ColmeneroP PurathU Müller-LadnerU de MatosCT . Natural killer cells trigger osteoclastogenesis and bone destruction in arthritis. Proc Natl Acad Sci USA. (2010) 107:13028–33. doi: 10.1073/pnas.1000546107, 20615964 PMC2919936

[42] DucyP AmlingM TakedaS PriemelM SchillingAF BeilFT . Leptin inhibits bone formation through a hypothalamic relay: a central control of bone mass. Cell. (2000) 100:197–207. doi: 10.1016/s0092-8674(00)81558-5, 10660043

[43] KarsentyG OuryF. The central regulation of bone mass, the first link between bone remodeling and energy metabolism. J Clin Endocrinol Metab. (2010) 95:4795–801. doi: 10.1210/jc.2010-1030, 21051575

[44] YamazakiS EmaH KarlssonG YamaguchiT MiyoshiH ShiodaS . Nonmyelinating Schwann cells maintain hematopoietic stem cell hibernation in the bone marrow niche. Cell. (2011) 147:1146–58. doi: 10.1016/j.cell.2011.09.053, 22118468

[45] CawthornWP BreeAJ YaoY DuB HematiN Martinez-SantibañezG . Wnt6, Wnt10a and Wnt10b inhibit adipogenesis and stimulate osteoblastogenesis through a β-catenin-dependent mechanism. Bone. (2012) 50:477–89. doi: 10.1016/j.bone.2011.08.010, 21872687 PMC3261372

[46] TrottO OlsonAJ. AutoDock Vina: improving the speed and accuracy of docking with a new scoring function, efficient optimization, and multithreading. J Comput Chem. (2010) 31:455–61. doi: 10.1002/jcc.21334, 19499576 PMC3041641

[47] LiangY ChenB LiangD QuanX GuR MengZ . Pharmacological effects of Astragaloside IV: a review. Molecules. (2023) 28:6118. doi: 10.3390/molecules28166118, 37630371 PMC10458270

[48] LiangJ PanY YangJ ZengD LiJ. WNT signaling in cancer: molecular mechanisms and potential therapies. Mol Biomed. (2025) 6:83. doi: 10.1186/s43556-025-00327-x, 41120801 PMC12540965

[49] ChoiS KangJ-G TranYTH JeongS-H ParkK-Y ShinH . Hippo–YAP/TAZ signalling coordinates adipose plasticity and energy balance by uncoupling leptin expression from fat mass. Nat Metab. (2024) 6:847–60. doi: 10.1038/s42255-024-01045-4, 38811804 PMC11136666

[50] ChenJ XuJ GouL ZhuY ZhongW GuoH . Integrating transcriptomic and proteomic data for a comprehensive molecular perspective on the association between sarcopenia and osteoporosis. Arch Gerontol Geriatr. (2024) 125:105486. doi: 10.1016/j.archger.2024.105486, 38761527

# Supplementary material for: Astragaloside IV modulates oxidative stress and osteoimmune–Wnt signaling in ovariectomized rats: an integrated study of RNA sequencing, molecular docking, and experimental validation
**Source:** Front Nutr. 2026 Apr 13;13:1785452. doi: 10.3389/fnut.2026.1785452
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

**
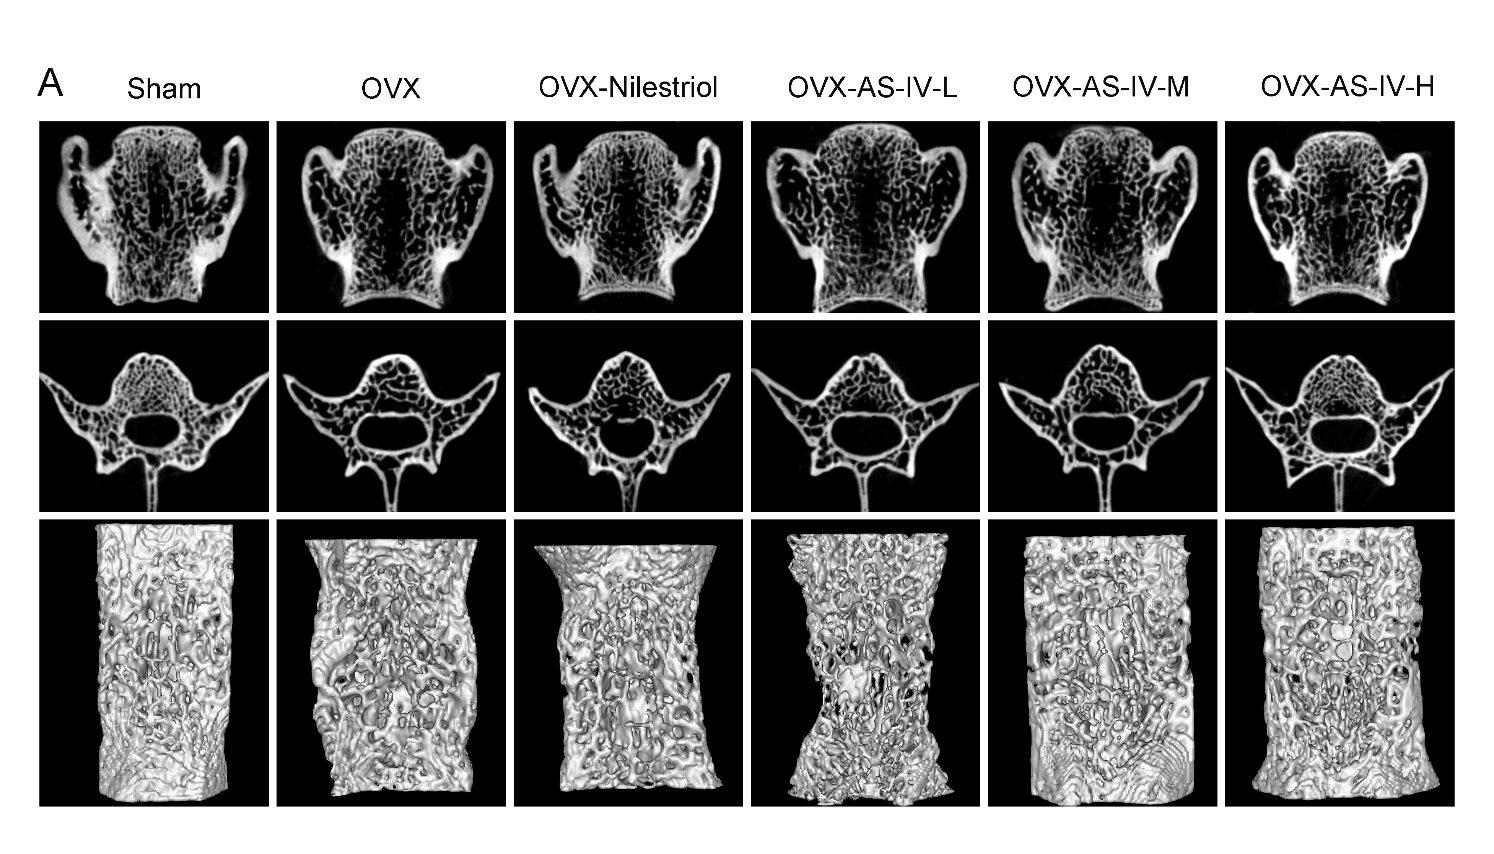
**

**
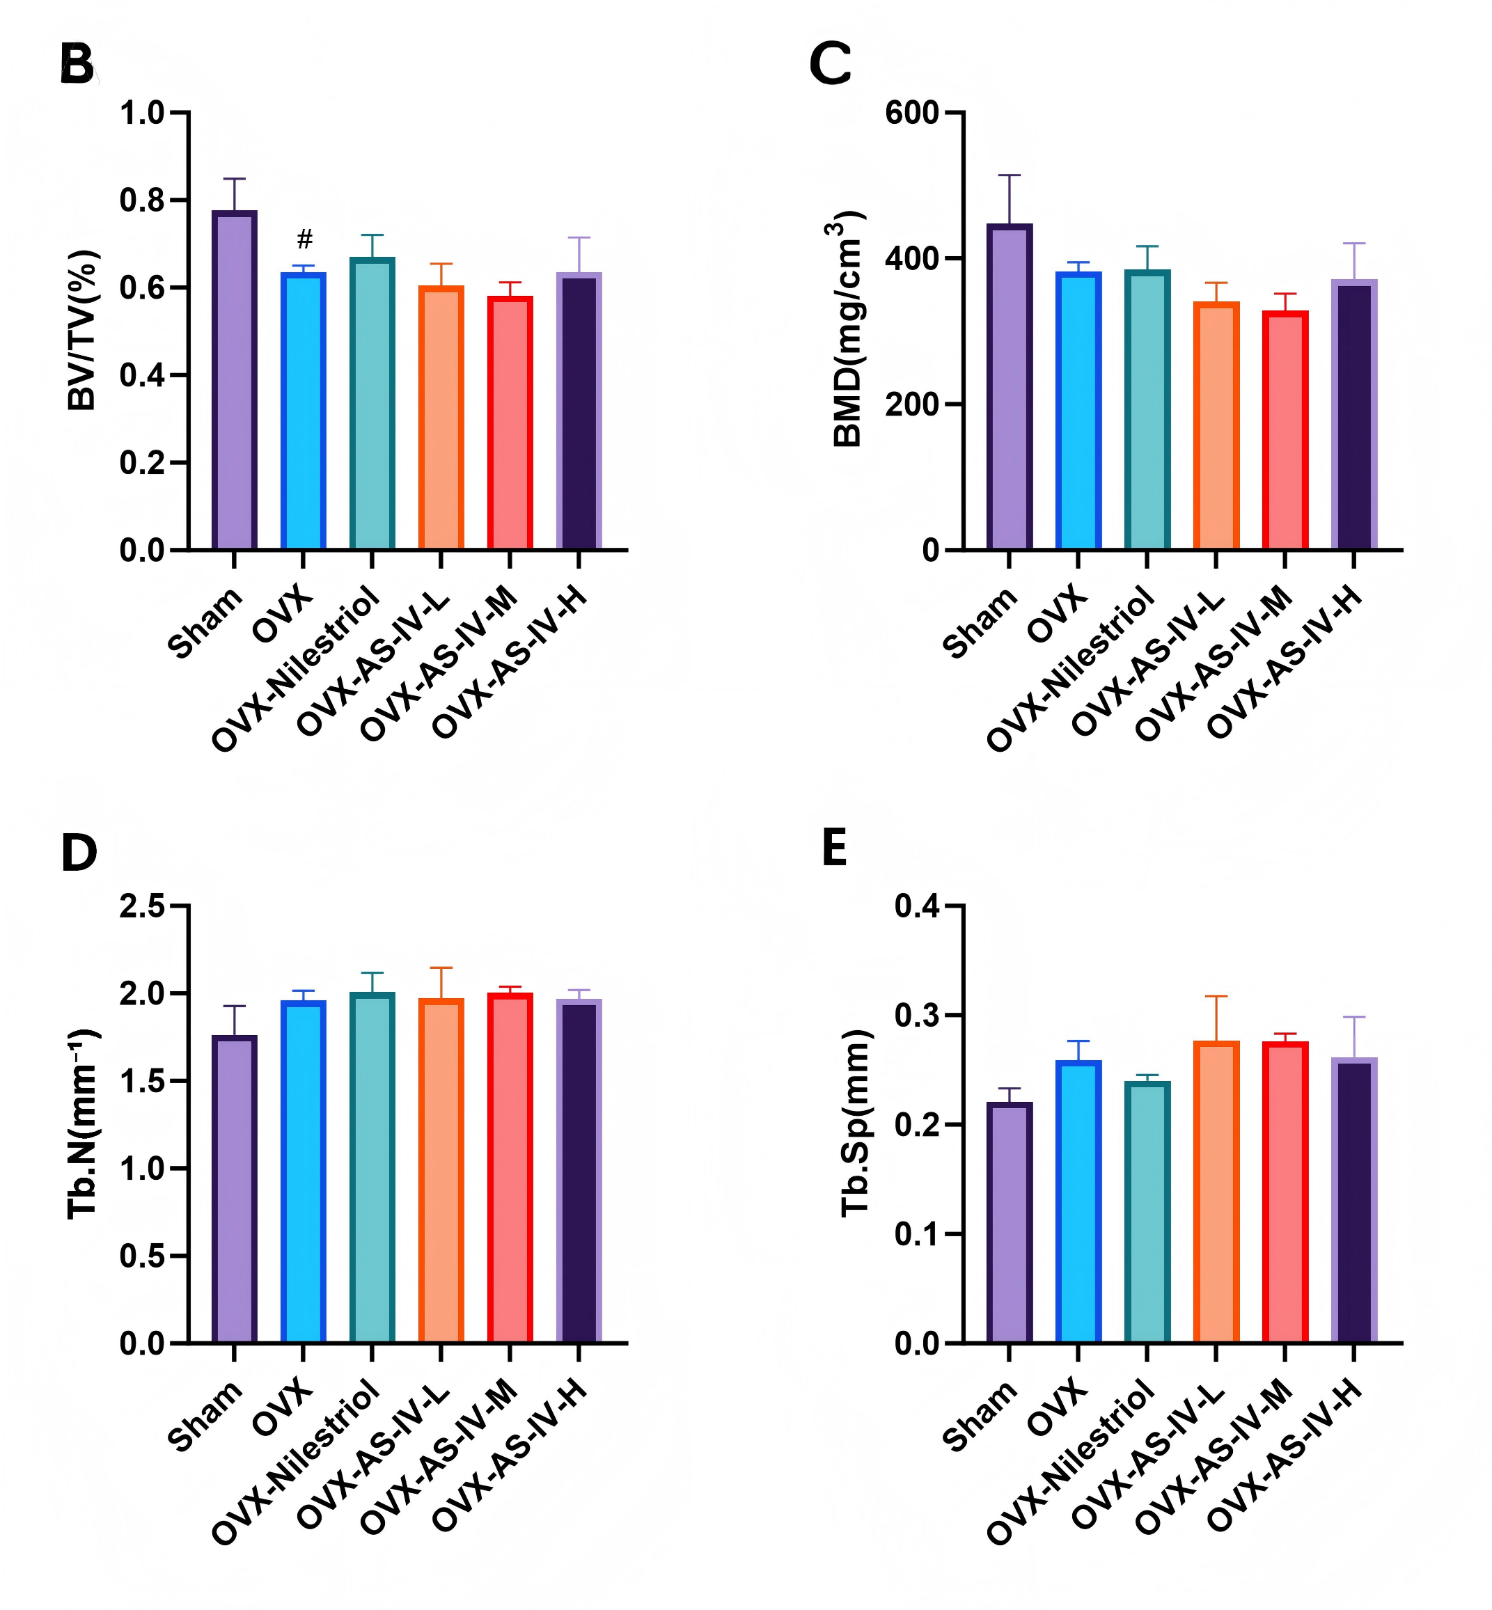
**

**Supplementary Figure 1.** Micro-CT scans and 3D reconstruction images and data of rat vertebrae tissue.(A) Micro-CT Images of the Vertebrae: 2D Coronal, 2D Cross-Sectional, and 3D Trabecular Views.(B) bone volume/ total volume (BV/TV, %).(C) bone mineral density (BMD, mg/cm3 ).(D) trabecular number (Tb.N, 1/mm).(E) trabecular separation (Tb.Sp, mm). # p < 0.05 vs. sham group.

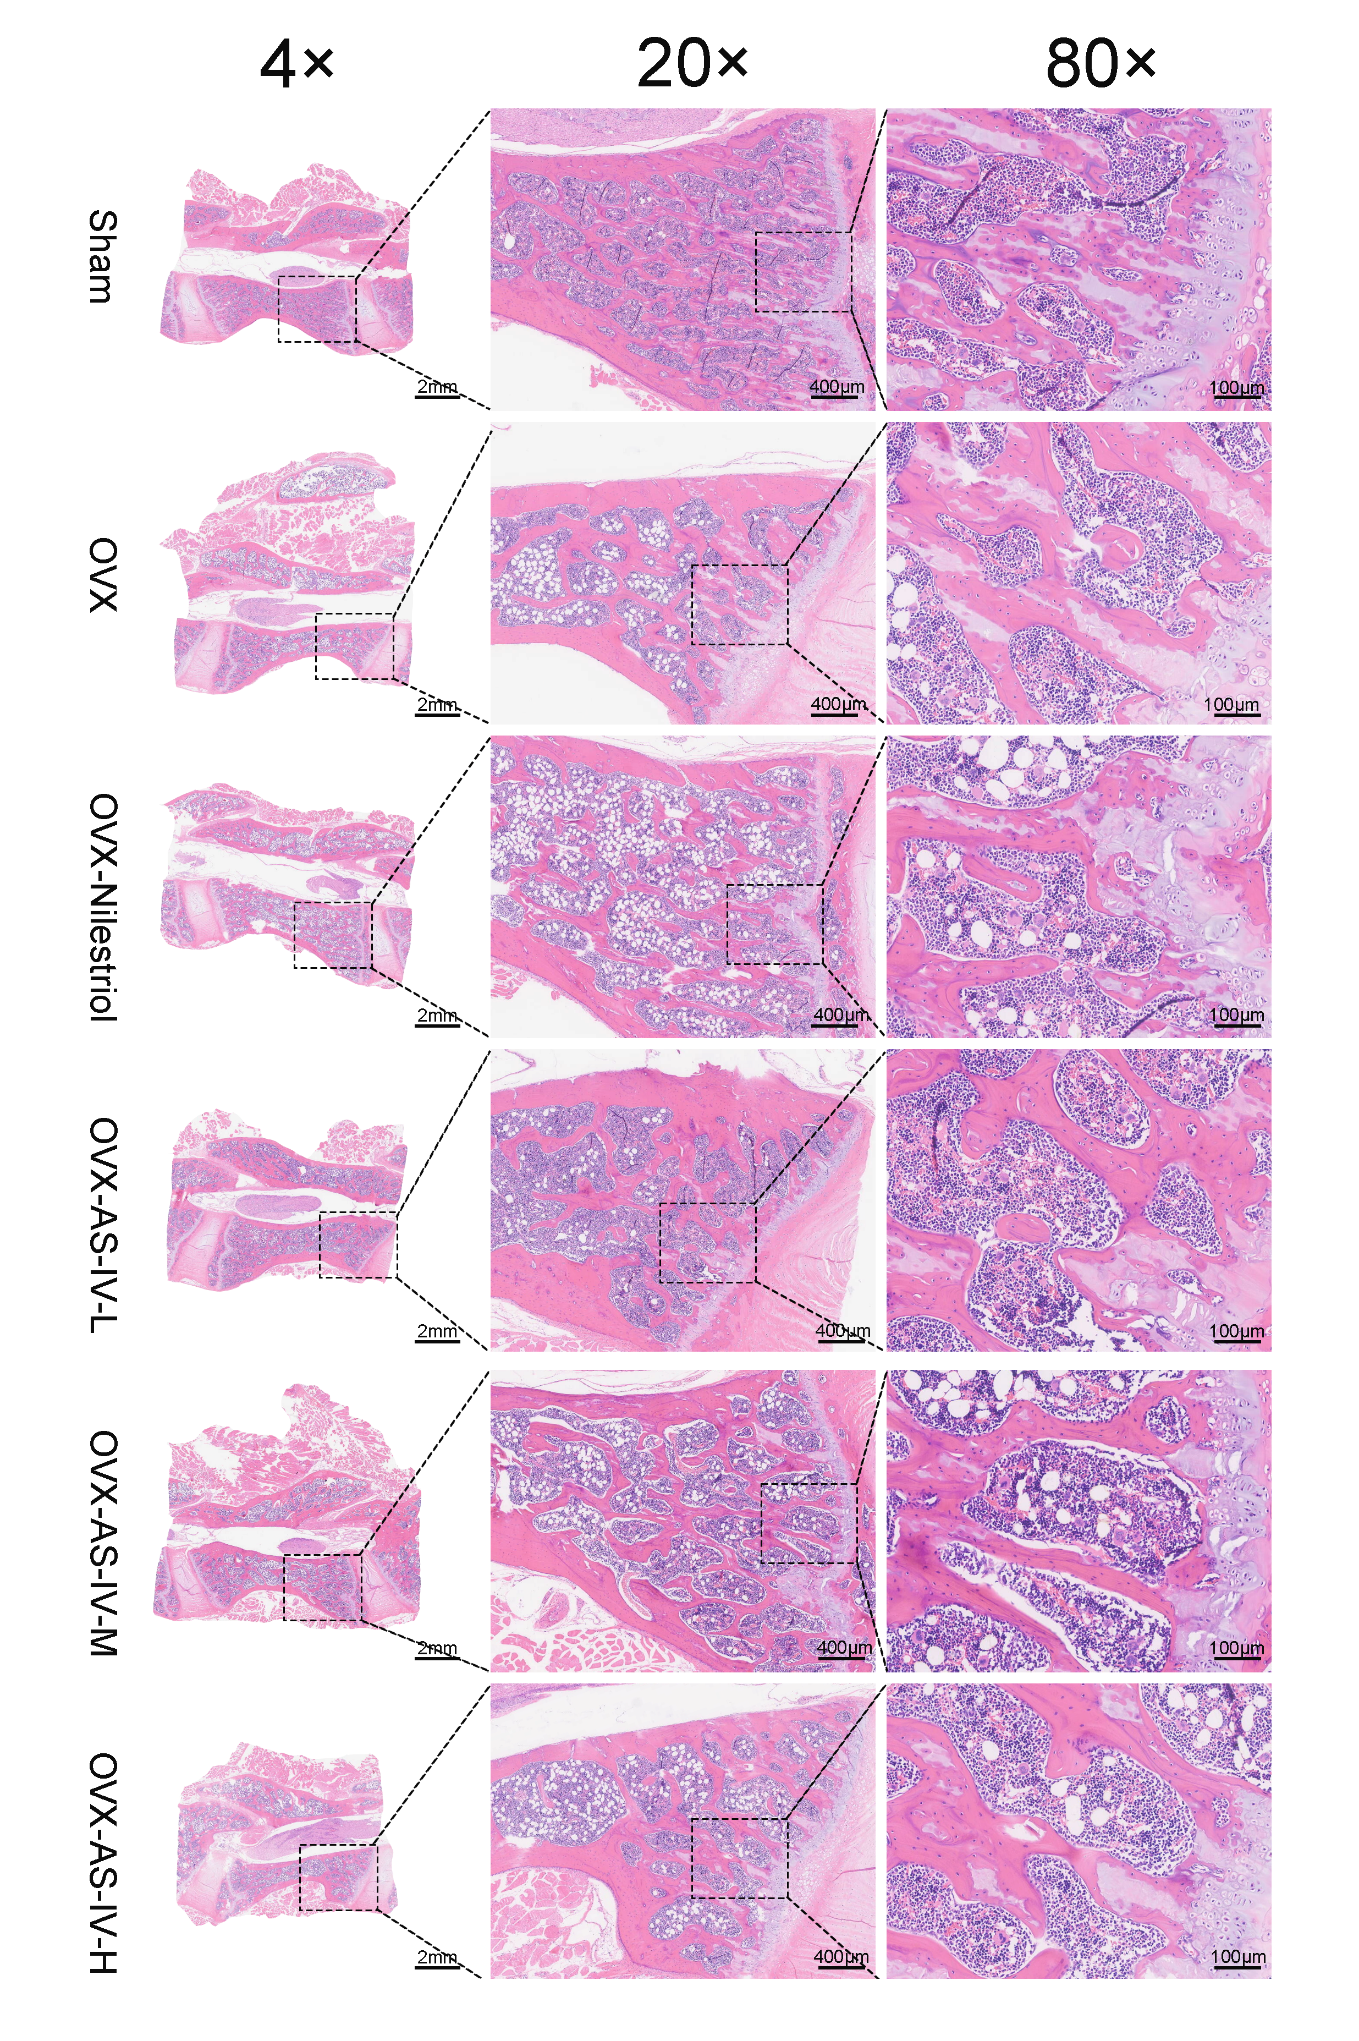

**Supplementary Figure 2.** H&E histology of decalcified paraffin sections from rat vertebral trabecular bone shown as a three-magnification composite (4×, 20×, 80×; left-to-right within each group). Scale bars as indicated.

How the deposited data were processed for this re-analysis (not part of the article)

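RNA from the bone of 9 rats was measured by mRNA sequencing in 3 groups of 3 libraries: Sham, OVX and OVX-AS-IV-High, the last with AS-IV at 80 mg/kg for 8 weeks. The sample labels give 1%, 2% and 3% CMC-Na for Sham replicates 1, 2 and 3, where the paper gives 1%; the Sham libraries were treated as replicates of 1 group. The authors removed low-quality reads, aligned the rest with Tophat and Bowtie2 and quantified genes with Bowtie2 and eXpress. The paper's text names neither the genome build nor the way in which the estimates of eXpress became whole numbers.

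The authors deposited whole-number counts per gene, without normalization, and FPKM values for the same 23026 genes, of which 18206 are listed as protein-coding. The deposited FPKM are the counts rescaled: in all 11928 genes with at least 100 counts in each library, both tables gave the same gene length in every library within 1%. Each library held between 34874880 and 37298250 counts, so a gene at 3 counts or fewer lies at the limit of detection. Folds against a group whose libraries all lie there are given as lower bounds, the mean count of the other group over 3. They allow for neither depth nor sampling error. The RefSeq gene table of assembly GRCr8 held 21657 of the gene identifiers and was used only for the order of genes on chromosomes.

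Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter on low counts (minimum count of 10) and all 9 libraries in a single fit, which left 16874 genes. The common biological coefficient of variation was 0.256. The test gives no standard error, so those beside each log2FC are its absolute value over the square root of the test's F statistic. They are approximate, above all at low counts. DEGs had an unadjusted p under 0.05 and an absolute log2FC over 1, as in the paper's results section, and Benjamini-Hochberg adjusted p-values were computed over all genes tested. Rescued DEGs were DEGs of both comparisons with opposite directions. Both comparisons use the same OVX libraries, so negative binomial libraries were simulated, each gene independently with its own fitted dispersion. The settings, with 50 simulations each, were no effect at all, the OVX effect at its measured size and the OVX effect scaled by 0.6. This effect was taken from OVX and OVX-AS-IV-High together against Sham, so a return with AS-IV would be averaged into it. The scale was set after the data were seen so that the simulations gave about the observed number of DEGs, and it replaced a first choice of 0.5. A further 50 simulations, added later, also scaled the dispersions by 0.6, so that both DEG counts came near the observed ones. Group separation was the share of the sum of squares of log2 CPM (prior count 2) between groups, with an exact permutation test over 280 divisions of the libraries.

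The test was checked on simulated data for 16655 genes, drawn independently, with 200 genes changed 3-fold. The changed genes came only from those above a minimum mean count, so recovery at lower counts or smaller folds was not tested. The edgeR test gave an adjusted p under 0.05 to 168 changed genes (84%) and 7 unchanged genes, DESeq2 1.42.0 to 183 (91.5%) and 43, and limma 3.58.1 on log2(FPKM + 1) to 163 (81.5%) and 5. By the paper's thresholds, edgeR called 197 changed and 195 unchanged genes.

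The network was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 from log2(FPKM + 1) over the 75% of genes with the largest median absolute deviation, among genes with FPKM above 0 in at least 3 libraries. It used a signed topological overlap at a power of 16, average linkage, the fixed height that gives the most clusters of at least 30 genes, and merging of eigengenes correlated above 0.75. On simulated data with 600 genes and 3 planted modules of 100 genes, each module was recovered in full. A p for each module and group came from all 84 choices of 3 libraries. GO and KEGG terms of the deposited tables were tested with a one-sided Fisher's exact test, adjusted over terms with at least 2 listed genes; adjustment over every term and a comparison with 1000 random lists matched on expression were added after the data were seen.

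For 16 marker lists (skeletal muscle, adipocyte, erythroid, neutrophil, B lineage, T and NK cells, osteoblast, osteoclast, chondrocyte, Schwann cells, pancreatic acinar cells, antioxidant enzymes, NF-κB targets, Wnt targets, JAK–STAT targets and proliferation), limma's camera with a preset correlation of 0.01 was run in OVX vs. Sham and OVX-AS-IV-High vs. OVX, with adjustment over the 32 tests. Beside it stand fry and camera with the correlation estimated from the data. The genes named in the text are those of the paper: the hub genes, the genes of Figure 7C, the genes labelled in Figure 6 and the stained proteins, 67 genes of which 47 were tested; 1 gene labelled in Figure 6A is not used here. The rule also admitted the 5 genes with the smallest p in each direction among those with an adjusted p under 0.05, and 0 genes met it. Plots were drawn with matplotlib 3.10.9.

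Whether replicate numbers pair the libraries was checked from the correlation of their deviations from the group means. For OVX and OVX-AS-IV-High, libraries with the same number had correlations of 0.31, 0.158 and 0.13, and those with different numbers from -0.283 to 0.178. The numbers were taken as possible pairs of these groups in the replicate block and the splits that part them, not in the main fit. The mean of the skeletal muscle list fell from replicate 1 to 3 in every group, so these correlations do not show paired animals. For Sham and OVX the correlations were 0.2, -0.161 and 0.253, and for Sham and OVX-AS-IV-High 0.314, -0.158 and 0.435, so the numbers did not pair Sham with either group. The block still covered Sham, so its values for OVX vs. Sham rest on numbers that do not pair. The alternatives were DESeq2, RLE size factors, no filter on low counts, only the groups compared, the replicate number as a block, limma on log2(FPKM + 1), an absolute log2FC over 0.58, the adjusted p with the fold-change threshold, and each library left out in turn. Serum, micro-CT, histology, docking and staining data are not analysed here.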

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

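The split by muscle content was tested only after its result was seen, and the covariate fit, the on and off genes and their tests, with and without the region of 8 genes, were chosen after the principal components and counts had been looked at; the paper reports none of the 3 results below.

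OVX-AS-IV-High and Sham, which the paper does not compare, differed in 531 genes by the paper's thresholds, 188 higher and 343 lower in OVX-AS-IV-High. With 2978 genes at an unadjusted p under 0.05, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test (smallest adjusted p = 0.0639). The libraries of the groups lay apart in 398 of the 531 genes (75.0%) and in 19.9% of all genes, where chance gives 10%. Simulated libraries with no effect gave a median of 214 genes, from 182 to 250. Of the 10 splits of the 6 libraries, 2 gave as many genes, and the largest count of 979 came from the split that puts the 3 libraries with the most muscle transcripts together, so with 3 libraries against 3 the groups cannot be told apart from other groupings. Leaving out 1 library at a time gave from 409 genes, without Sham replicate 2, to 940, without OVX-AS-IV-High replicate 1, and 862 without Sham replicate 3. With the mean of the skeletal muscle list as a covariate, 431 genes were past the thresholds, of which 259 were among the 531. These groups differ by both ovariectomy and AS-IV. Against 50 simulations with no effect and with genes drawn independently, OVX vs. Sham gave 525 genes (343 lower), above all of them. OVX-AS-IV-High vs. OVX gave 140, below their 178 to 239. With an OVX effect scaled to the former count and no effect of AS-IV, simulations gave a median of 508 genes in OVX-AS-IV-High vs. Sham (468 to 571), so the count does not require an effect of AS-IV; one of smaller size stays open.

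The first principal component followed the skeletal muscle list over the 9 libraries (Pearson's r = -0.928, permutation p = 2.48e-05; Spearman's rho = -0.95, permutation p = 0.000353), computed without the genes of the lists. Of the 12 genes of the list, 11 were expressed in these bone libraries, and Acta1, among the most abundant of them, ranged from 137 to 2608 CPM. Among 11 cell type lists, the smallest adjusted p was 0.000273, for muscle, and 5 lists had an adjusted p under 0.05. The others were B lineage (r = 0.914), osteoblast (r = 0.875), adipocyte (r = 0.826, and 0.565 without the 2 libraries farthest from that list's median) and osteoclast (r = 0.804). Without the 2 libraries farthest from the muscle list's median, the r of muscle was -0.963, and within Sham, OVX and OVX-AS-IV-High it was -0.98, -0.989 and -0.917, over 3 libraries each. A candidate explanation is a varying share of muscle left on the bone, a hypothesis found and tested on the same libraries. In all 3 comparisons, the split by muscle list mean gave the most DEGs of the 10 splits (849, 367 and 979). Muscle content argues less for the DEGs themselves: with its mean as a covariate, 377 genes were past the thresholds in OVX vs. Sham (288 of the 525), 180 in OVX-AS-IV-High vs. OVX (131 of the 140) and 41 were rescued (28 of the 43). On simulated data with 200 genes that follow the list, 156 were called without the covariate and 0 with it. A change of cell shares with ovariectomy stays open.

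A total of 156 genes had 3 counts or fewer in some libraries and 50 or more in others, among them 103 protein-coding genes, and 155 of the 156 were split within a group. Of these, 25 were DEGs in OVX vs. Sham, 6 in OVX-AS-IV-High vs. OVX (4.3%) and 2 were rescued. Inherited differences between the animals would switch off neighbouring genes in the same libraries. Among 141 genes with a known place, 29 pairs of neighbours within 1 Mb, made of 31 genes, shared a mean of 0.328 of their libraries, against 0.152 for random pairs (permutation p = 0.0016). This rests on 1 region: 8 genes there make 16 of the 29 pairs, and without it the mean was 0.186 over 13 pairs (permutation p = 0.29). In 1 of the 29 pairs, both genes were off in exactly the same libraries, against a mean of 1.28 for random pairs (permutation p = 0.72). The pairs outside this region are too few, so inherited differences cannot be told apart from other sources. These include reads shared between related genes and the varying share of muscle. How many of the 156 genes follow the muscle list was not tested. No biological explanation from the groups was tested.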

How the results depend on the processing

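The numbers of DEGs stayed within 1.5 times with DESeq2, RLE size factors, only the groups compared and the replicate block in all 3 comparisons, at 516 to 705 in OVX vs. Sham and 135 to 153 in OVX-AS-IV-High vs. OVX. Rescued DEGs stayed at 34 to 47 under these. The scalings moved the median log2FC of all genes by less than 0.1. The share of higher genes among the OVX-AS-IV-High vs. OVX DEGs changed side, from 55% to 46.2% with limma on log2(FPKM + 1). For the changes below, the cause was not tested unless it is named.

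With no filter on low counts, more genes were tested, with 791 DEGs in OVX vs. Sham (279 higher), 274 in OVX-AS-IV-High vs. OVX (139 higher, 135 lower) and 67 rescued (22 higher in OVX). With limma on log2(FPKM + 1), whose added 1 shrinks changes of genes with low FPKM by construction, there were 75 (32 higher, 43 lower), 13 (6 and 7), 84 in OVX-AS-IV-High vs. Sham, 1 rescued gene (0 lower and 1 higher in OVX) and 0 rescued hub genes. The lower threshold of 0.58 for the absolute log2FC admits more genes by construction: 1174 (483 higher, 691 lower), 369 (254 and 115), 1167 in OVX-AS-IV-High vs. Sham and 88 rescued (57 lower and 31 higher in OVX). With the adjusted p in place of the unadjusted p, these counts and that of the rescued hub genes were 0, beside 2775, 1089 and 2978 genes at an unadjusted p under 0.05.

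With DESeq2, 834 and 37 genes had an adjusted p under 0.05 in OVX vs. Sham and OVX-AS-IV-High vs. OVX. With the replicate block, whose numbers did not pair Sham with OVX, 21 genes did in OVX vs. Sham and 3 hub genes were rescued. By camera, 9 and 2 marker lists then had an adjusted p under 0.05. Lists at an unadjusted p under 0.05 in OVX-AS-IV-High vs. OVX went from 1 to 4. Among the counts of genes and lists, the block moved no other by over 1.5 times. With fry, and with camera at an estimated correlation, the lists with an adjusted p under 0.05 were 0 and 0. The muscle list mean as a covariate, chosen after seeing the data, gave 1 gene with an adjusted p under 0.05 in OVX vs. Sham. The soft threshold fit over all expressed genes was 0.864, past the 0.85 of the methods section. Enriched terms were 43 for the genes of Figure 7C and 0 when adjusted over every term, an alternative chosen after seeing the data; it left 1 term of 38 for the hub genes. The median return could not be computed over genes with an adjusted p under 0.05 in OVX vs. Sham, since there were 0.

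Across the 9 fits that each left out 1 library, DEGs in OVX vs. Sham went from 387, without Sham replicate 2, to 1064, without Sham replicate 3 (141 to 321 higher, 246 to 743 lower). In OVX-AS-IV-High vs. OVX they went from 141 to 219, without OVX-AS-IV-High replicate 1 (76 to 138 higher, 59 to 134 lower), and in OVX-AS-IV-High vs. Sham from 409 to 940. Rescued DEGs went from 32, without Sham replicate 2, to 87, without OVX replicate 1 (26 to 61 lower and 6 to 26 higher in OVX), and rescued hub genes from 3 to 5. Genes with an adjusted p under 0.05 went from 0 to 21, without Sham replicate 3, in OVX vs. Sham, and from 0 to 29, without OVX-AS-IV-High replicate 3, in OVX-AS-IV-High vs. OVX. Marker lists went from 4 to 10 and from 1 to 5, the median return from 0.069 to 0.397, and group separation from 29.4% to 41.8%. Separation was 34.6% on log2(FPKM + 1) and 27.8% over the 500 genes with the largest variance.

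For the 47 named genes tested, 1050 of 1301 log2FC under alternatives kept direction and call, 173 lost and 52 gained the call, and 26 in 11 genes changed sign. The ranges below are over the 9 fits that each left out 1 library. In OVX vs. Sham, RT1-A3 changed from 0.16 to -0.35 with the replicate block and -0.70 on log2(FPKM + 1), and ranged from -0.28, without OVX replicate 1, to 0.73; it was also below 0 without Sham replicate 3 (-0.022) and OVX replicate 2 (-0.19). RT1-CE16 changed from 0.24 to -0.53 with the replicate block and -0.82 on log2(FPKM + 1), and ranged from -0.57, without OVX replicate 2, to 0.81; without Sham replicate 3 it was -0.17. Sgsm1 changed from -0.048 to 0.015 with the replicate block, and ranged from -0.35 to 0.27, without Sham replicate 2; it was also above 0 without Sham replicate 1 (0.003) and OVX replicate 3 (0.12). Without Sham replicate 3, 3 genes reached the upper end of their range: Klra1 (-5.06 to 0.087), LOC120093247 (-4.52 to 1.42) and Mpped1 (-3.64 to 0.50). Gzmb ranged from -2.83 to 0.97, without Sham replicate 2, LOC102547212 from -1.04, without OVX replicate 1, to 1.03, and Rela from -0.11 to 0.036, without OVX replicate 3. In OVX-AS-IV-High vs. OVX, Sh3d21 ranged from -4.23, without OVX-AS-IV-High replicate 1, to 4.52, and was -0.25 and -0.26 without OVX replicates 1 and 3. Klra1 ranged from -0.14, without OVX-AS-IV-High replicate 1, to 1.93, and Ctnnb1 from -0.072, without OVX-AS-IV-High replicate 2, to 0.18. Rela ranged from -0.11 to 0.028, without OVX replicate 2, and was 0.017 without OVX-AS-IV-High replicate 2.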

Differences from the paper's values

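In OVX vs. Sham, 2775 genes had an unadjusted p under 0.05, against the paper's 16348 dysregulated genes, where 16874 genes were tested here. The alternatives set before the data were examined gave from 1763 to 4332 genes, and none of them closed the gap. The volcano plot shows about 1400 higher and about 1600 lower genes in Fig. 6C, read by eye, against 1377 and 1398 here.

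Of the hub genes, 5 were rescued by the paper's thresholds, against the paper's 8. Of the alternatives set before the data were examined, DESeq2 and no filter on low counts gave 6 each, within 1.5 times of the paper's number, and the others gave 0 to 5. DESeq2 with only the groups compared, chosen after seeing the values, also gave 6. Lep was called with DESeq2, with no filter on low counts, without OVX replicate 1 and without OVX replicate 3, and Gfap without OVX-AS-IV-High replicate 1. DESeq2 with only the groups compared, chosen after seeing the values, called both. The muscle list mean as a covariate, also chosen after seeing the values, called Lep and no longer Il22ra2, again 5 genes in all. Gzmb was called under none of the settings.

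The highest correlation of a module with the OVX group was 0.772, against the paper's 0.91. It was 0.66 at a power of 12 and 0.684 with log2 CPM, so neither alternative set before the data were examined closed the gap. The lowest was -0.512, against the paper's -0.91, with -0.463 at a power of 12 and -0.661 with log2 CPM, and neither closed the gap. The paper's -0.91 belongs to its gray module. The genes outside any module were left out of the values here, so the sets compared may differ in kind.

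The labels of Fig. 6D give changes as OVX over OVX-AS-IV-High; on that scale 63 genes were higher and 77 lower, against the paper's 57 and 70. The paper places Gzmb in the module tied to OVX and among the rescued genes; here it lay outside the modules, and its log2FC were -2.27 and 2.68 (adjusted p = 0.412 and adjusted p = 0.835). The paper lists JAK–STAT signaling among the pathways of the rescued genes; here 1 of the 43 rescued DEGs belonged to it, and with the genes of Figure 7C, an alternative set before the data were examined, the pathway had an adjusted p of 0.0247 over the terms holding at least 2 of them. The paper describes the treated group as clustering apart from OVX, in a heatmap of the DEGs of this comparison. Over all 16874 genes, these groups accounted here for 17.6% of the variance between their libraries, and 7 of 10 splits gave as much. Among the 4 splits that part all 3 numbered pairs, 3 did. The genes used differ, so these values do not test the clustering in that heatmap.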

Other observations

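The test of RT1 genes and its repeats without 2 genes used limits chosen only after their counts were seen, as were the scales of the simulated OVX effect and spread and with them the simulation tests of the rescued DEGs and the median return.

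Other groupings of the same libraries were counted for each result. For OVX vs. Sham DEGs, 2 of 10 splits gave as many, and for OVX-AS-IV-High vs. OVX, 8 of 10. Of the 4 splits that part all 3 numbered pairs of the last comparison, 3 gave as many, and the 4 ranged from 101 to 175 genes. For the marker lists, 6 of 10 and 10 of 10 splits gave as many lists in the respective comparisons. Over the 20 assignments of the 6 ovariectomized libraries, 11 gave as many rescued DEGs, 9 as high a median return and 1 as many rescued hub genes, that is only the real one. The hub genes were picked on these libraries, so the last count is not independent evidence. With 3 libraries against 3, the DEGs cannot be told apart from those of other groupings.

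The sharing of OVX libraries is a candidate explanation of the rescued DEGs. In 50 simulations with no effect of AS-IV, and an OVX effect and a spread scaled to give about as many DEGs in both comparisons (medians of 482 and 143.5), 32 reached the 43 rescued DEGs and 26 reached the median return of 0.262. These simulations gave a median of 55 genes with an adjusted p under 0.05 in OVX vs. Sham, against 0 in the data, where 2775 had an unadjusted p under 0.05, so their spread differs from that of the libraries. With the spread not scaled, 50 reached the 43 and 48 the median return, but those simulations gave a median of 215.5 DEGs in OVX-AS-IV-High vs. OVX against 140, which by itself raises the number of rescued DEGs. In 15 of these simulations, the rescued share of these DEGs reached the 30.7% of the data. With the measured OVX effect, that of OVX and OVX-AS-IV-High together against Sham, 0 simulations reached the median return and 45 reached that share. With no effect of either kind, 0 reached it. An effect of AS-IV beside this stays open.

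RT1-A3 and RT1-CE16, labelled in Figure 6B, fell by 4.91 and 4.96 on the log2 scale in OVX-AS-IV-High vs. OVX (adjusted p = 0.652 for both in edgeR's quasi-likelihood test). Their counts in OVX replicate 3 were 64 and 158, against 2741 and 7622 in OVX replicate 1. Among 29 RT1 genes with a mean of at least 100 counts, 5 (17.2%) had a library under 10% of the highest of its own group, against 0.99% of 12919 genes. Random lists of the same expression gave a mean of 0.341 such genes and at most 4 (permutation p = 0.0001, the smallest that 10000 random lists can give). RT1-A3 and RT1-CE16 are 2 of the 5 and prompted the test. Without them, 3 of 27 genes met the 10% limit (permutation p = 0.0033), and 1, 5 and 18 genes met limits of 5%, 20% and 50% (permutation p = 0.147, 0.001 and 0.0001), so the excess was not seen at the lowest limit. Strain variants or alleles of the histocompatibility genes may be behind this, and reads split between paralogs were not separated from it. An effect of AS-IV on these genes stays open as well.

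The trypsin genes Try5 and Try10, labelled in Figure 6B, had 217 and 37 counts in OVX replicate 2, where Try5 is highest. Of 8 pancreatic acinar genes, 0 reached 217 counts there. Among these, Prss1, Prss2, Cela2a and Cela3b had 0. Ctrb1 also had 0 there, but 151 to 209 in 5 other libraries, and Cela1, with 187 counts, lay between 145 and 326 in all libraries. The values argue against pancreatic RNA as the source.

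Of the marker lists not given at a claim, limma's camera gave an adjusted p under 0.05 in OVX vs. Sham for B lineage (mean log2FC 0.78, adjusted p = 1.24e-08), T and NK cells (0.76, adjusted p = 0.00706), chondrocyte (-0.96, adjusted p = 0.00706), adipocyte (0.65, adjusted p = 0.00212) and neutrophil (0.24, adjusted p = 0.0225). In OVX-AS-IV-High vs. OVX, it did so for B lineage alone (-0.28, adjusted p = 0.000297). The list means of B lineage, T and NK cells and adipocyte were higher in all 3 OVX libraries than in every Sham library, that of neutrophil in 2; that of chondrocyte was lower in 1, and that of B lineage in 2 OVX-AS-IV-High libraries than in every OVX library. Without OVX replicate 2, the mean of T and NK cells came to 0.19, without OVX replicate 1, that of chondrocyte to -0.34 and that of neutrophil to 0.41, and without OVX replicate 3, that of neutrophil to 0.16. The adjusted p was then over 0.05, except for neutrophil without OVX replicate 1; it also was for chondrocyte and neutrophil without Sham replicate 3. In OVX-AS-IV-High vs. OVX, B lineage came to -0.11 without OVX-AS-IV-High replicate 1 and -0.44 without replicate 3 of that group, and T and NK cells to 0.26 without OVX replicate 2. None held under fry or with an estimated correlation, which left 0 lists in either comparison; at an unadjusted p under 0.05 there were 4 and 1 lists, respectively, in OVX vs. Sham and 0 and 0 in OVX-AS-IV-High vs. OVX. With the replicate block, 9 and 2 lists had an adjusted p under 0.05. In OVX vs. Sham, the block added skeletal muscle (adjusted p = 0.0506 without and 0.000288 with it), osteoblast (0.0625 and 0.00939), osteoclast (0.190 and 0.0365) and proliferation (0.0625 and 0.0365). In the other comparison, it added osteoblast (mean log2FC -0.23, adjusted p = 0.180 and 0.0365), whose mean came to 0.05 without OVX-AS-IV-High replicate 1 and -0.49 without OVX replicate 1. The other lists changed by means of -0.95 (skeletal muscle), -0.10 (erythroid), 0.43 (osteoblast), 0.27 (osteoclast), -0.30 (Schwann cells), -1.63 (pancreatic acinar), -0.02 (antioxidant enzymes), 0.19 (NF-κB targets) and 0.22 (proliferation) in OVX vs. Sham. With each library left out in turn, these ranged from -1.62, without Sham replicate 3, to -0.44, without Sham replicate 1, for skeletal muscle, from -0.37, without Sham replicate 1, to 0.11, without Sham replicate 3, for erythroid, and from 0.27, without Sham replicate 1, to 0.68, without OVX replicate 1, for osteoblast. Without Sham replicate 1, osteoclast came to 0.083 and proliferation to 0, and without Sham replicate 3, proliferation came to 0.40 and antioxidant enzymes to 0.024. Without OVX replicate 1, osteoclast came to 0.49, NF-κB targets to 0.30 and Schwann cells to -0.21, and without OVX replicate 2, NF-κB targets came to 0.078 and Schwann cells to -0.45. Their means in OVX-AS-IV-High vs. OVX lay between -0.32 (skeletal muscle) and 0.50 (chondrocyte), and both changed sign: skeletal muscle to 0.50 without OVX-AS-IV-High replicate 3, and chondrocyte to -0.12 without OVX replicate 1. The former came to -0.99 without OVX-AS-IV-High replicate 1, and the latter to 0.98 without OVX replicate 3.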
